# Short-Term Magnesium Deficiency Triggers Nutrient Retranslocation in *Arabidopsis thaliana*

**DOI:** 10.3389/fpls.2020.00563

**Published:** 2020-06-04

**Authors:** Takaaki Ogura, Natsuko I. Kobayashi, Christian Hermans, Yasunori Ichihashi, Arisa Shibata, Ken Shirasu, Naohiro Aoki, Ryohei Sugita, Takahiro Ogawa, Hisashi Suzuki, Ren Iwata, Tomoko M. Nakanishi, Keitaro Tanoi

**Keywords:** defense response, magnesium transporter, mineral profile, nutrient deficiency, photosynthesis, sucrose partitioning, translocation

## Abstract

Magnesium (Mg) is essential for many biological processes in plant cells, and its deficiency causes yield reduction in crop systems. Low Mg status reportedly affects photosynthesis, sucrose partitioning and biomass allocation. However, earlier physiological responses to Mg deficiency are scarcely described. Here, we report that Mg deficiency in *Arabidopsis thaliana* first modified the mineral profile in mature leaves within 1 or 2 days, then affected sucrose partitioning after 4 days, and net photosynthesis and biomass production after 6 days. The short-term Mg deficiency reduced the contents of phosphorus (P), potassium, manganese, zinc and molybdenum in mature but not in expanding (young) leaves. While P content decreased in mature leaves, P transport from roots to mature leaves was not affected, indicating that Mg deficiency triggered retranslocation of the mineral nutrients from mature leaves. A global transcriptome analysis revealed that Mg deficiency triggered the expression of genes involved in defence response in young leaves.

## Introduction

The magnesium ion (Mg^2+^) is the second most abundant cation in plant cells after potassium (Marschner, 1995) and is engaged in crucial biological functions for plants, such as stabilisation of chlorophyll (Strouse, 1974) and ribosome (Akanuma et al., 2014) structures and the regulation of enzymatic activities (Clarkson and Hanson, 1980; Cowan, 2002). Crop fertilisation most often focuses on nitrogen (N), phosphorus (P) and potassium (K), but ignores Mg (Fageria et al., 2008). Nonetheless, Mg deficiency affects the productivity of various crops (cereals, potatoes, sugar beets, etc.) and fruits (Gerendás and Führs, 2013).

The apparent symptom of Mg deficiency is interveinal chlorosis as a result of chlorophyll degradation (Marschner, 1995; Tanoi and Kobayashi, 2015). However, chlorophyll degradation is a late-stage symptom, because Mg bound to chlorophyll is not readily lost (Marschner, 1995). One of the earliest reported physiological symptoms is accumulation of sucrose and starch (Fischer and Bremer, 1993; Fischer et al., 1998; Hermans et al., 2004, 2005; Hermans and Verbruggen, 2005), due to impaired sucrose phloem loading from leaves (King and Zeevaart, 1974; Fischer and Bremer, 1993; Cakmak et al., 1994a, b; Hermans et al., 2005). Hermans and Verbruggen (2005) suggested that sucrose accumulation leads to the reduction in chlorophyll content through the repression of *CHLOROPHYLL A/B BINDING PROTEIN 2* (*CAB2*) gene. Cakmak and Kirkby (2008) proposed that sugar accumulation leads to chlorophyll degradation through the generation of reactive oxygen species (ROS); high sugar levels exert a negative feedback on photosynthesis (Sheen, 1994; Oswald et al., 2001), and the use of light energy for the photosynthetic electron transport chain decreases. This results in surplus light energy, which provides reducing equivalents with molecular oxygen to form ROS. Meanwhile, recent studies suggest that sugar accumulation is not the only cause of ROS generation, as the oxidative damage is detected in leaves of Mg-deficient rice before sugars accumulate (Kobayashi et al., 2013b, 2018) and roots of Mg-deficient sweet orange (Cai et al., 2019). Apart from that, a decrease in leaf transpiration is reported in Mg-deficient rice (Kobayashi et al., 2013b) and maize (Jezek et al., 2015), and this is suggested to be responsible for chlorosis development (Kobayashi et al., 2013b). To further clarify the mechanisms whereby Mg deficiency leads to chlorosis, it is important to identify early responses.

To cope with mineral deficiency, higher plants have strategies to optimise use and acquisition of deficient minerals. Retranslocation of minerals is the first strategy for plants to maintain growth during deficiency. This strategy requires mostly phloem transport of minerals from mature leaves. The mobility of Mg is highly variable among plant species, with retranslocation found in barley, bread wheat, rapeseed (Maillard et al., 2015), European ash (Hagen-Thorn et al., 2006) and Pedunculated oak (Hagen-Thorn et al., 2006; Maillard et al., 2015) but not in Arabidopsis (Himelblau and Amasino, 2001), maize, pea, black alder, black poplar (Maillard et al., 2015), silver birch or small-leaved lime (Hagen-Thorn et al., 2006). Mineral retranslocation is also induced during leaf senescence, and retranslocation of essential minerals during leaf senescence has been described in various plant species (Himelblau and Amasino, 2001; Waters and Grusak, 2008; Moreira and Fageria, 2009; Maillard et al., 2015). Meanwhile, studies on mineral deficiency mainly focus on retranslocation of the deficient mineral and rarely describe the profile of other minerals.

The second strategy is for roots to increase the uptake of deficient minerals. This strategy either induces the expression of root transporters (Gojon et al., 2009), stimulates the root growth (De Pessemier et al., 2013; Gruber et al., 2013) or exudes organic compounds that mobilise some minerals (Dakora and Phillips, 2002). The induction of root Mg^2+^ uptake is characterised in Arabidopsis (Ogura et al., 2018) and rice (Tanoi et al., 2014), and Mg^2+^ transporter family MITOCHONDRIA RNA SPLICING 2/MAGNESIUM TRANSPORTER (MRS2/MGT; Schock et al., 2000; Li et al., 2001) is indicated to be putatively responsible (Mao et al., 2014; Ogura et al., 2018). However, there is uncertainty regarding the root transcriptional regulation of *MRS2*/*MGT* genes with some reports suggesting that Mg deficiency induces root transcript levels of *MRS2*/*MGT* (Mao et al., 2014; Li et al., 2017; Liu et al., 2019) and others suggesting no transcriptional induction of *MRS2/MGT* (Gebert et al., 2009; Hermans et al., 2010a, b; Ogura et al., 2018).

The aims of the current study were firstly to identify the physiological and transcriptional responses to Mg deficiency prior to the reported physiological symptoms such as sugar accumulation. Since the symptoms of mineral deficiency usually appear on leaves at a specific age, leaf-specific responses were investigated in Arabidopsis. Secondly, the mineral profile of Mg-deficient plants was investigated for possible retranslocation of Mg and other minerals. Finally, the effects of Mg deficiency on root Mg^2+^ uptake and the expression of putative Mg^2+^ transporters in roots were re-examined.

## Materials and Methods

### Hydroponic Culture System

For all measurements, with the exception of root morphology analysis, *Arabidopsis thaliana* ecotype Columbia-0 (Inplanta Innovations Inc., Yokohama, Japan) was grown hydroponically. Three to four seeds were placed on a piece of soaked polyurethane sponge (KP-1300, Hikari, Osaka, Japan) 5 mm in thickness. Up to 32 sponges were set into a float and placed in a container with 2 L of a hydroponic solution. The containers were covered with plastic wrap to make a high humidity environment for germination and placed in a growth room at 22°C and under a photoperiod of 16 h light (100 μmol m^–2^ s^–1^)/8 h darkness. After 1 week, the plastic wrap was removed, and the seedlings were thinned to leave one seedling per sponge. Ten days after germination, half of the plants were subjected to Mg deficiency treatment. At this point (day 0), the size of the first two rosette leaves was similar to that of the cotyledons, and the third and fourth rosette leaves had just appeared. We refer to the first two rosette leaves and the next two rosette leaves as mature leaves and expanding leaves, respectively (Figure 1). After the onset of Mg deficiency treatment, the fresh shoots and roots were separately weighed for four plants every 2 days, and the shoot-to-root fresh weight ratio was calculated. The two expanding leaves of each plant were weighed for eight plants every day from day 2. For the hydroponic solution, we used the MGRL solution (Fujiwara et al., 1992), which contained 1.5 mM MgSO_4_, 3.0 mM KNO_3_, 2.0 mM Ca(NO_3_)_2_, 1.5 mM NaH_2_PO_4_, 0.25 mM Na_2_HPO_4_, 30 μM H_3_BO_3_, 10 μM MnSO_4_, 8.6 μM FeSO_4_, 0.13 μM CoCl_2_, 1.0 μM CuSO_4_, 1.0 μM ZnSO_4_, 0.024 μM (NH_4_)_6_Mo_7_O_24_ and 67 μM EDTA-2Na (pH 5.8). For the Mg deficiency treatment, 1.5 mM MgSO_4_ in the original MGRL solution was substituted with 1.5 mM Na_2_SO_4_ to compensate for the lack of sulphate. All the hydroponic solutions were renewed every 2 days.

**FIGURE 1:**
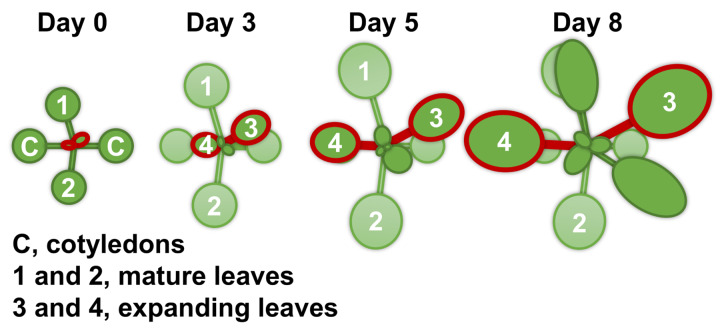
A schematic diagram of the shoot growth of *Arabidopsis thaliana* under the control condition (magnesium 1.5 mM). The Columbia-0 accession was grown hydroponically at 22°C and under a photoperiod of 16 h light (100 μmol m^–2^ s^–1^)/8 h darkness. Ten days after germination (day 0 of treatment), half of the plants were subjected to Mg deficiency (no Mg added). Mature leaves are identified as the first two leaves 1 and 2, and expanding leaves as 3 and 4.

### Chlorophyll Content Analysis

Chlorophyll content in expanding leaves was determined for eight plants. Leaves were flash-frozen with liquid nitrogen, and chlorophyll was extracted with 250 μL of 80% (v/v) acetone using a bead homogeniser (BMS-A20TP, Bio Medical Science, Tokyo, Japan). The extract was left overnight at 4°C and centrifuged at 14,000 *g* for 10 min. The supernatant was analysed for its optical densities by a UV-Vis spectrophotometer (NanoDrop, Thermo Fisher Scientific, Waltham, MA, United States) at 647 and 664 nm. The total content of chlorophylls *a* and *b* in the extract was determined by including two optical density values in the equations described by Porra et al. (1989).

### Determination of Carbon Assimilation and Photosynthate Partitioning

The carbon dioxide (CO_2_) assimilation in leaves and subsequent photosynthate partitioning were evaluated radiometrically using radiolabelled CO_2_ (^14^CO_2_), as previously described by Sugita et al. (2018). The ^14^CO_2_ molecules (0.2 MBq) were generated in a vial by the chemical reaction between ^14^C-sodium bicarbonate (200 kBq, PerkinElmer, Waltham, MA, United States) and lactic acid. At 12 h into the light period, four plants from each treatment were supplied with ^14^CO_2_ for 15 min at 22°C by sending air from the vial to an airtight polypropylene bag containing all plants. Immediately after the ^14^CO_2_ introduction, all leaves and roots were separated and contacted to an Imaging Plate (BAS-IP MS, GE Healthcare, Buckinghamshire, United Kingdom) at 4°C. The Imaging Plate was scanned by a laser scanner (FLA-5000, GE Healthcare, Buckinghamshire, United Kingdom), and ^14^C in each part of the plant was quantified with an image analysis software (Image Gauge, Fujifilm, Tokyo, Japan). The CO_2_ assimilation rate was determined after dividing the amount of ^14^C assimilated in leaves for 15 min by the leaf area.

### Sugar Quantification

The sucrose and glucose contents in expanding leaves were determined enzymatically according to Okamura et al. (2016). Expanding leaves were harvested and composited from two to five plants (ca. 10 mg fresh weight) at 3 h into the light period. The composited sample was flash-frozen with liquid nitrogen and powdered with a bead homogeniser (BMS-A20TP, Bio Medical Science, Tokyo, Japan). Soluble sugars were successively extracted by double extraction using 500 and 200 μL of 80% (v/v) ethanol at 80°C for 10 min each time. After evaporation, samples were resuspended in 250 μL of distilled water using an ultrasonic bath (Branson 1200, Yamato Scientific, Tokyo, Japan). The contents of sucrose and glucose in solution were quantified with the F-kit #716260 (J. K. International, Tokyo, Japan).

### Elemental Analysis

The contents of mineral elements were determined in mature leaves, expanding leaves and roots. The fresh tissue samples were harvested from four plants, weighed separately and dried overnight at 60°C. The dried sample was digested with 2 mL of 30% (v/v) HNO_3_ (Kanto Chemical, Tokyo, Japan) at 90°C for 1 h. The digested solution was diluted 30× with Milli-Q water (Merck Millipore, Burlington, MA, United States) and filtered before the elemental analysis. The inductively coupled plasma-mass spectrometer NexION 350S (PerkinElmer, Waltham, MA, United States) was used to determine the contents of Mg, P,K,calcium (Ca), boron (B), manganese (Mn), copper (Cu), zinc (Zn) and molybdenum (Mo) in the digested solution.

### Determination of Phosphorus Transport

The process of P transport from roots to leaves was evaluated radiometrically with radiolabelled phosphate (^32^P-phosphate), as previously described by Sugita et al. (2017). The ^32^P-phosphate (PerkinElmer, Waltham, MA, United States) was added to each treatment solution (6 MBq L^–1^; phosphate, 1.75 mM) and introduced into four plants by soaking their roots for 30 min at 22°C under light conditions (100 μmol m^–2^ s^–1^). Roots were subsequently rinsed for 10 min with an ice-cold MGRL solution to wash out ^32^P from the apoplast. Phosphorus transported into mature and expanding leaves was separately quantified using an Imaging Plate (BAS-IP MS, GE Healthcare, Buckinghamshire, United Kingdom), as previously described by Kobayashi et al. (2013a).

### Global Transcriptome Analysis

The transcriptome was analysed with RNA sequencing (RNA-seq, Ozsolak and Milos, 2011). Mature leaves, expanding leaves and roots were separated, and tissues from two or three plants (ca. 5–30 mg fresh weight) were composited. A protocol of Breath Adapter Directional sequencing (BrAD-seq; Townsley et al., 2015; Ichihashi et al., 2018) was used to construct a strand-specific RNA-seq library, with which the entire transcriptome can be analysed including vital non-processed RNAs (Mills et al., 2013). Briefly, six tissue samples were lysed with a lysis/binding buffer and mRNA was extracted from the lysate. The quality of RNA was assessed with an Agilent 2100 Bioanalyzer and at least three biological replicates were selected for further analysis. After mRNA was fragmented and primed with 3′ adapter, cDNA was synthesised and strand-specific 5′ adapter sequence was added and incorporated. The average fragment length of the constructed library was approximately 400 bp. All the libraries were pooled and subjected to 50 bp single-end sequencing with Illumina HiSeq 2500 by Macrogen Japan (Kyoto, Japan).

The obtained reads were analysed according to Ichihashi et al. (2018). Briefly, the reads were mapped to the TAIR10 Arabidopsis reference genome sequence after removing low-quality reads. The mapped reads were counted, and the count data were normalised. The raw reads and normalised count data have been deposited in NCBI’s Gene Expression Omnibus (Edgar et al., 2002) and are accessible through GEO Series accession number GSE140070. Changes in gene expression by Mg deficiency were determined as the logarithm of A/B to the base two, with A and B a normalised count of Mg-deficient plants and that of control plants, respectively. Thereafter, the statistical analysis identified the differentially expressed genes (DEGs) during deficiency by using the Exact Test (*p* < 0.01, Robinson and Smyth, 2008) incorporated in edgeR Bioconductor package (Robinson et al., 2010). The up- and down-regulated genes were subjected to gene ontology (GO) enrichment analysis. The GO enrichment was determined by PANTHER Overrepresentation Test, using GO Ontology database released on the 6th of September 2018 for the annotation version, GO biological process complete for the annotation dataset, and the Fisher’s exact test with a false discovery rate (FDR) correction (*p* < 0.05) for the test type.

### Determination of Root Magnesium Uptake

The root Mg^2+^ uptake rate was determined radiometrically, as previously described by Tanoi et al. (2013). The radioisotope ^28^Mg was produced with ^27^Al(α, 3p)^28^Mg reaction in a cyclotron and was purified following the procedure of Iwata et al. (1992). Four plants from each treatment were fed with 1/30-strength MGRL solution containing ^28^Mg (6 MBq L^–1^; Mg^2 +^, 50 μM) for 1 h at 22°C under light conditions (100 μmol m^–2^ s^–1^). Roots were subsequently rinsed for 10 min with an ice-cold MGRL solution to wash out ^28^Mg from the apoplast. After harvest, the whole plant tissue was solubilised with 0.5 mL of Soluene^®^ -350 (PerkinElmer, Waltham, MA, United States) and mixed with 3 mL of liquid scintillation cocktail (Hionic-Fluor, PerkinElmer, Waltham, MA, United States). Magnesium taken up by each plant was quantified using a liquid scintillation counter (LSC-6100, Aloka, Tokyo, Japan), as previously described by Sugita et al. (2013). Since the ^28^Mg half-life is ca. 21 h and its radioactivity decreased while all the samples were analysed, the activity at the same time point was calculated for all the samples.

### Root Morphology Analysis

The morphology of the root system was examined for the wild type Columbia-0 and the following transfer DNA (T-DNA) insertion lines of *MRS2*/*MGT* genes: single mutant lines of *MRS2-4*/*MGT6*, *MRS2-1*/*MGT2* and *MRS2-10*/*MGT1*, and the three double and one triple mutant lines of *MRS2* genes that belong to the MRS2 subclade B (Gebert et al., 2009), namely *MRS2-1*/*MGT2*, *MRS2-5*/*MGT3* and *MRS2-10*/*MGT1*. Seeds of *mrs2-4* (SALK_145997) were provided by Dr. T. Kamiya (Oda et al., 2016), and seeds of *mrs2-1* (SALK_006797C), *mrs2-10* (SALK_100361C), *mrs2-1* × *mrs2-5*, *mrs2-1* × *mrs2-10*, *mrs2-5* × *mrs2-10* and *mrs2-1* × *mrs2-5* × *mrs2-10* lines were provided by Dr. V. Knoop (Gebert et al., 2009; Lenz et al., 2013). Seeds were surface sterilised with 70% (v/v) ethanol for 10 min and 20% (v/v) HClO solution for 5 min, and rinsed twice with sterile water. Plant growth conditions were as described in Xiao et al. (2015). Briefly, seeds were plated on 1× strength Murashige and Skoog medium (Murashige and Skoog, 1962) modified to contain a single source and lower concentration of nitrogen (10 mM KNO_3_), 1% (w/v) sucrose, 0.8% (w/v) agar (high gel strength agar, A9799, Sigma-Aldrich, St. Louis, MO, United States) and a final pH of 5.7. Control or low Mg plates contained 1,500 μM MgSO_4_ or 5 μM MgSO_4_ + 1,495 μM Na_2_SO_4_, respectively. Seeds were stratified at 4°C for 2 days and incubated in a growth chamber at 22°C and under a photoperiod of 16 h light (100 μmol m^–2^ s^–1^)/8 h darkness. Ten days after germination, root morphology parameters were measured for 13–38 seedlings, as described in Xiao et al. (2015), and fresh root and shoot organs were separately weighed.

### Statistical Analysis

The Student’s *t*-test was carried out using Microsoft Excel version 1909 to compare differences in the measured variables between control and Mg-deficient plants. A factorial analysis of variance (ANOVA) was used to test differences of the measured variables in the root morphology analysis. When a difference was found, the Tukey-Kramer test was carried out using R software version 3.6.0 to compare the values of different lines and to test in which comparison the difference was significant. Significance was set at the 5% level.

## Results

### Growth and Leaf Chlorophyll Content Were Affected After Six Days of Magnesium Deficiency

To characterise early responses to Mg deficiency, we cultivated wild-type Arabidopsis plants hydroponically for 10 days with a Mg-replete solution (1.5 mM) and then fed half of the plants with a Mg-deplete (0 mM) solution. Fresh biomass production of the whole shoot, expanding leaves and root was measured during 8 days of treatment. In control plants, the fresh weight of the whole shoot and expanding leaves gradually increased (Figure 2A). In Mg-deficient plants, the biomass production was affected on day 6, when the fresh weight of the whole shoot and expanding leaves were 13% (*p* < 0.05) and 44% (*p* < 0.01) lower, respectively, compared to the control plants (Figure 2A). However, there was no difference in the root fresh weight between Mg conditions until day 8 (Figure 2B). Therefore, the shoot-to-root fresh weight ratio was lower (*p* < 0.05) in Mg-deficient plants from day 6 (Figure 2C).

**FIGURE 2:**
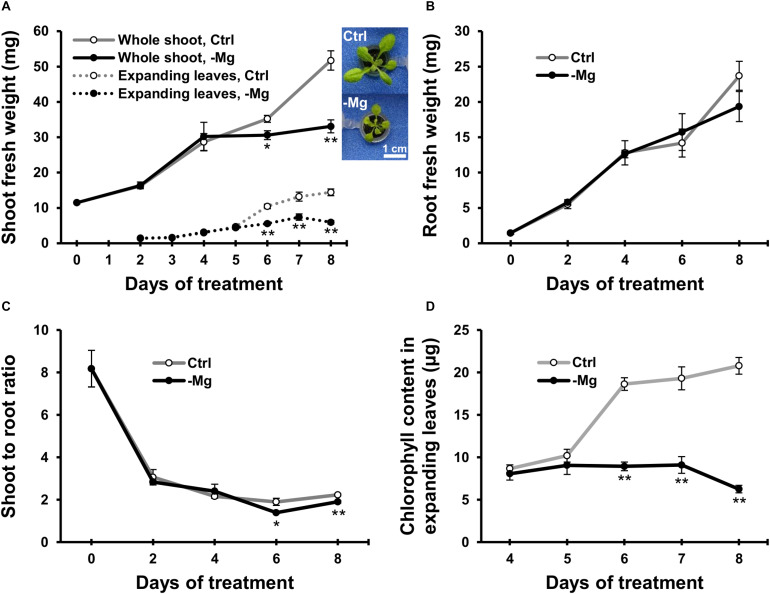
Effect of magnesium deficiency on biomass production and chlorophyll content. **(A)** Evolution of the fresh weight of the whole shoot (solid lines, *n* = 4) and expanding leaves (dotted lines, *n* = 8). The inserted images are the representative plant phenotypes on day 8 of control and Mg deficiency treatment. Scale bar: 1 cm. **(B)** Evolution of the fresh weight of root organs (*n* = 4). **(C)** The shoot-to-root ratio on the basis of fresh weight (*n* = 4). **(D)** The chlorophyll content in expanding leaves (*n* = 8). Data represent means with standard error. Ctrl, control; -Mg, magnesium deficiency. Asterisks indicate significant differences in measured variables between control and Mg-deficient plants (Student’s *t*-test, *p < 0.05, **p < 0.01).

Chlorophyll content was measured in expanding leaves between days 4 and 8, when the plants exhibited strong growth inhibition due to Mg deficiency. The chlorophyll content was unaffected until day 5 and decreased thereafter during Mg deficiency compared to the control plants (Figure 2D). On day 6, the chlorophyll content in Mg-deficient leaves was 52% lower (*p* < 0.01) compared to the control leaves (Figure 2D). Therefore, the time window of chlorophyll reduction overlapped with the reduction in shoot fresh weight.

### Carbon Assimilation and Photosynthate Partitioning Were Affected After Four to Five Days of Magnesium Deficiency

We used ^14^C-labelled CO_2_ as a tracer to determine the CO_2_ assimilation rate in leaves between days 3 and 6, when the chlorophyll content started to decrease due to Mg deficiency. In mature leaves, the CO_2_ assimilation rate was greater (*p* < 0.01) in Mg-deficient than in control plants on days 3, and then it was similar between control and Mg-deficient plants until day 6 (Figure 3A). In expanding leaves, the CO_2_ assimilation rate was lower in Mg-deficient plants from day 5 (Figure 3A), which is before the reduction in fresh weight and chlorophyll content. On day 5, the CO_2_ assimilation rate in expanding leaves was 12% lower (*p* < 0.05) compared to the control plants (Figure 3A).

**FIGURE 3:**
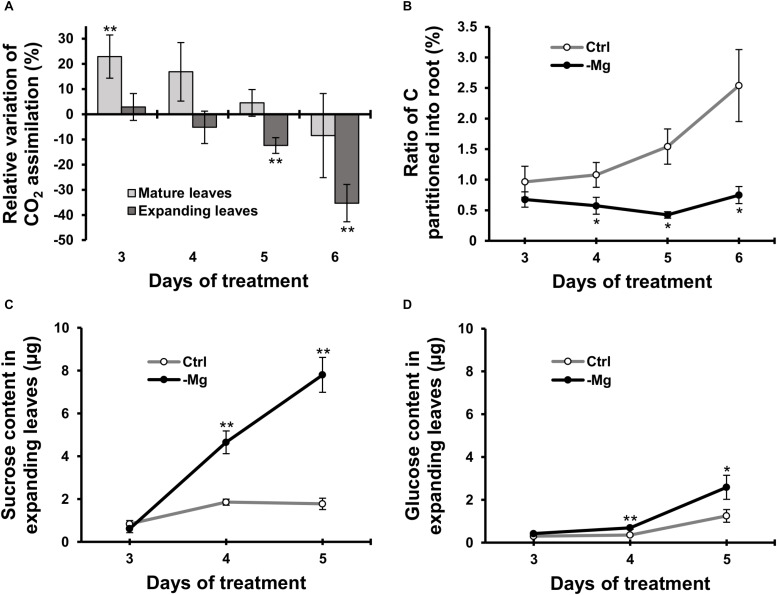
Effect of magnesium deficiency on carbon assimilation and photosynthate partitioning (^14^CO_2_ tracer study). **(A)** Relative variation of carbon assimilation rate by magnesium deficiency (^14^C tracer study, *n* = 4). The relative variation was determined after dividing the difference in the amount of ^14^C assimilated in mature leaves (pale grey) or expanding leaves (dark grey) between control and Mg-deficient plants by the amount of assimilated ^14^C in control plants. **(B)** The ratio of photosynthate partitioned into roots (^14^C tracer study, *n* = 4). The ratio was determined after dividing the amount of ^14^C in roots by the amount of ^14^C in the whole plant. **(C,D)** The contents of sucrose **(C)** and glucose **(D)** in expanding leaves determined enzymatically (*n* = 6). Data represent means with standard error. Ctrl: control, -Mg: magnesium deficiency. Asterisks indicate significant differences in measured variables between control and Mg-deficient plants (Student’s *t*-test, *p < 0.05, **p < 0.01).

To evaluate photosynthate partitioning from source leaves to roots, we determined the ratio of ^14^C partitioned into the root to the total ^14^C in the plant. The ratio was similar between control and Mg-deficient plants on day 3 (Figure 3B). After day 3, the ratio gradually increased in control plants, whereas it was constant in Mg-deficient plants (Figure 3B). On day 4, the ratio was 47% lower (*p* < 0.05) in Mg-deficient than in control plants (Figure 3B). The disruption in photosynthate partitioning was detected at an early stage of Mg deficiency (day 4) when the CO_2_ assimilation was not inhibited yet. Consistently, the contents of sucrose and glucose in expanding leaves were higher in Mg-deficient than in control plants from day 4 (Figures 3C,D). On day 4, the sucrose and glucose contents were 3.0 (*p* < 0.01) and 2.3 (*p* < 0.01) times greater, respectively, in Mg-deficient plants (Figures 3C,D).

### Mineral Contents Were Reduced in Mature Leaves Within Two Days of Magnesium Deficiency

To examine changes in the mineral profile, mineral contents in mature leaves and root were determined on days 0, 1, 2, 4 and 6, and contents in expanding leaves were determined on days 2, 4 and 6. The Mg content increased in control plants along with the growth in all organs analysed (Figures 4A–C). By contrast in Mg-deficient plants, the Mg content in mature leaves gradually decreased, the content in expanding leaves remained constant, and the content in root slowly increased (Figures 4A–C). Compared to the control plants, the Mg content was 41% (*p* < 0.01) and 6.8% (*p* < 0.05) lower in mature leaves and root on day 1, respectively, and 58% (*p* < 0.01), 45% (*p* < 0.01) and 17% (*p* < 0.05) lower in mature leaves, expanding leaves and root on day 2, respectively (Figures 4A–F), which indicates that the loss of Mg was more severe in the shoot than in the root.

**FIGURE 4:**
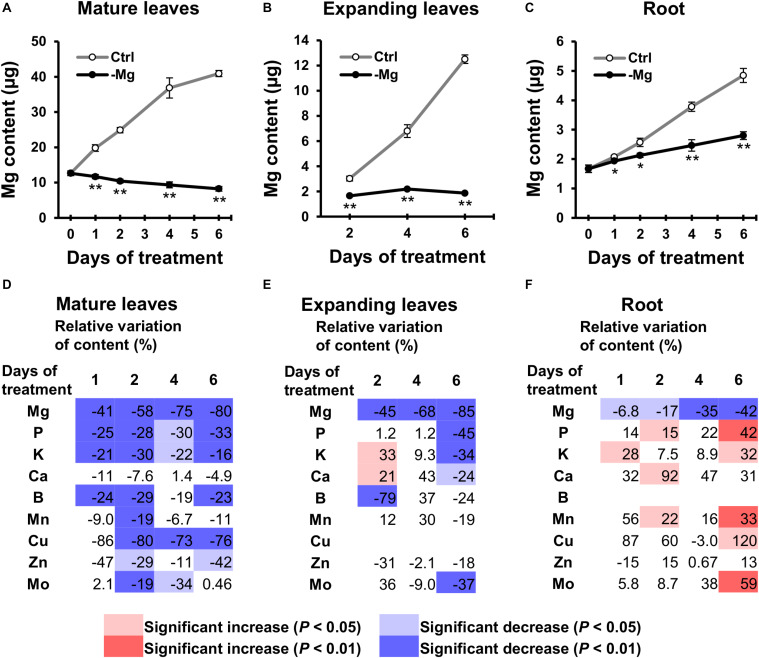
Effect of magnesium deficiency on the plant mineral profile. **(A–C)** The magnesium content in mature leaves **(A)**, expanding leaves **(B)** and roots **(C)** during magnesium deficiency. Data represent means (*n* = 4) with standard error. Ctrl, control; -Mg, magnesium deficiency. Asterisks indicate significant differences in the Mg content between control and Mg-deficient plants (Student’s *t*-test, *p < 0.05, **p < 0.01). **(D–F)** Relative variation of mineral content in mature leaves **(D)**, expanding leaves **(E)** and roots **(F)** during magnesium deficiency. The relative variation was determined after dividing the difference in mineral contents between control and Mg-deficient plants by the mineral content in control plants. The contents of copper (Cu) in expanding leaves and boron (B) in roots are not represented, because they were below the detection limit of ICP-MS measurement. Data represent means (*n* = 4). The cell colours indicate significant differences in the mineral contents between control and Mg-deficient plants (Student’s *t*-test, pale colours, *p* < 0.05; dark colours, *p* < 0.01).

For the other minerals, with the exception of Ca, the general tendency showed the relative decrease in mineral contents in mature leaves and no change in contents in expanding leaves and root, compared to the control plants. For instance, the P content in mature leaves was lower (*p* < 0.05) in Mg-deficient than in control plants between days 1 and 6 (Figure 4D), while the content in expanding leaves was maintained until day 4 (Figure 4E), and the content in root was sometimes even higher (*p* < 0.05) in Mg-deficient plants (Figure 4F). The relative decrease in mineral contents in mature leaves within 2 days of Mg deficiency was observed for P,K,B,Mn,Cu,Zn and Mo (Figure 4D). Some of these minerals (P,K,Mn,Zn and Mo) showed no change or an increase in contents in expanding leaves and root before day 6 (Figures 4E,F). On day 6, contents of P,K,Ca and Mo in expanding leaves were lower (*p* < 0.05) in Mg-deficient than in control plants (Figure 4E), which corresponds to the relative decrease in biomass (Figure 2A).

### Phosphorus Transport From Roots to Mature Leaves Was Not Affected During Six Days of Magnesium Deficiency

The relative decrease in mineral contents in mature leaves could be attributed to an inhibition of root uptake and xylem transport from roots to mature leaves during Mg deficiency. To test that possibility, we determined the short-term transport of P from roots to leaves between days 3 and 6 using ^32^P-labelled phosphate as a radiotracer. Between days 3 and 6, the short-term P transport into mature leaves was not affected significantly (*p* ≥ 0.05) by Mg deficiency, but there was a numerical decrease (*p* < 0.05) in P transport into mature leaves between days 4 and 6 (Figure 5), which can be partly responsible for the reduced P content in mature leaves. On day 3, however, the P transport into mature leaves was slightly (but not significantly) more active in Mg-deficient plants (Figure 5). This excludes the possibility that the inhibition of root uptake and xylem transport is the cause of reduced P content in mature leaves within 2 days of Mg deficiency.

**FIGURE 5:**
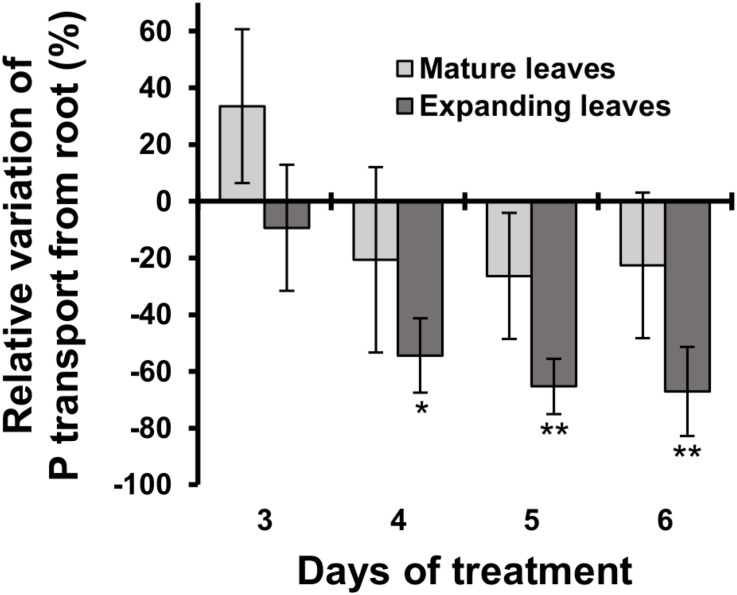
Effect of magnesium deficiency on short-term phosphorus transport (^32^P tracer study). Relative variation of P transport from roots by Mg deficiency was determined after dividing the difference in the amount of P transported into mature leaves (pale grey) or expanding leaves (dark grey) between control and Mg-deficient plants by the amount of transported P in control plants. Data represent means (*n* = 4) with standard error. Asterisks indicate significant differences in the amount of transported P between control and Mg-deficient plants (Student’s *t*-test, *p < 0.05, **p < 0.01).

The P transport into expanding leaves was unaffected on day 3 and decreased thereafter during Mg deficiency compared to the control plants (Figure 5). The P transport into expanding leaves of Mg-deficient plants was 54% lower (*p* < 0.05) compared to that of control plants on day 4 (Figure 5), when the P content in expanding leaves was similar between control and Mg-deficient plants (Figure 4E). This suggests that the reduced P transport from roots to expanding leaves was balanced by retranslocation from other plant parts.

### Transcriptome Analysis Revealed Leaf Position-Specific and Time-Dependent Gene Expression Profile During Magnesium Deficiency

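Strand-specific RNA-seq libraries were made from mature leaves, expanding leaves and roots of control plants (1.5 mM Mg) and Mg-deficient plants (0 mM Mg) and sequenced as 50 bp single-end reads. Each replicate was a separate composite sample of tissue from 2 or 3 plants. Mature leaves were represented by 4 control and 3 Mg-deficient libraries on day 3, by 5 and 3 on day 5, and by 4 and 4 on day 8. Expanding leaves were represented by 5 control and 4 Mg-deficient libraries on day 3, by 5 and 3 on day 5, and by 4 and 5 on day 8, and roots by 6 and 3 on day 3. The authors mapped the reads to the TAIR10 genome, counted them per gene and deposited 1 table of normalised signal for each tissue and day, 7 tables in all. Within a table every library had been adjusted to a common library size with a dispersion of 0.05. Undoing this adjustment gave whole reads for 98.5 to 100.0% of the values of a table, to a tolerance of 0.001 of the signal (0.001 units for signals under 1). For genes of high signal this tolerance is as wide as a read, so that the check says little there. The recovered total was 545998 to 4014677 reads per library, with a median of 1964031 over the 58 libraries. In mature leaves the control libraries held 1753002 to 2179592 reads (median 1849246) on day 3, 1126462 to 4014677 (median 1999506) on day 5 and 545998 to 1626296 (median 816715.5) on day 8. The Mg-deficient libraries of mature leaves held 1726185 to 2214769 (median 1961343), 1741065 to 2316617 (median 1937889) and 702448 to 2075044 (median 1454411.5) on the same days. In expanding leaves the control libraries held 1459546 to 2070699 reads (median 1961153) on day 3, 1983873 to 2542868 (median 2159273) on day 5 and 1365813 to 1974505 (median 1529358) on day 8. The Mg-deficient libraries of expanding leaves held 1706757 to 2753231 (median 2135974.5), 1439424 to 2216082 (median 2109333) and 1907297 to 2585118 (median 2284364). Root libraries held 1644987 to 2537850 reads (median 2050859) in control plants and 1615273 to 2785300 (median 2177773) in Mg-deficient plants. Genes with at least 1 read numbered 6908 to 14479 in the control libraries and 12541 to 16862 in the Mg-deficient libraries of mature leaves on day 8. In expanding leaves on day 8 they numbered 12275 to 15172 in control and 18422 to 18718 in Mg-deficient libraries. Control and Mg-deficient libraries were compared with limma, within each table only because the tables had been normalised separately, on the log2 of the signal plus 1 for genes with a mean signal of at least 5. Differentially expressed genes (DEGs) were counted at an unadjusted p under 0.01, the threshold of the study, while single genes and members of gene lists were called at a Benjamini-Hochberg adjusted p under 0.05. The values below are mean signals with SD, and log2 fold changes are those of Mg-deficient over control plants.

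**Figure D1:**
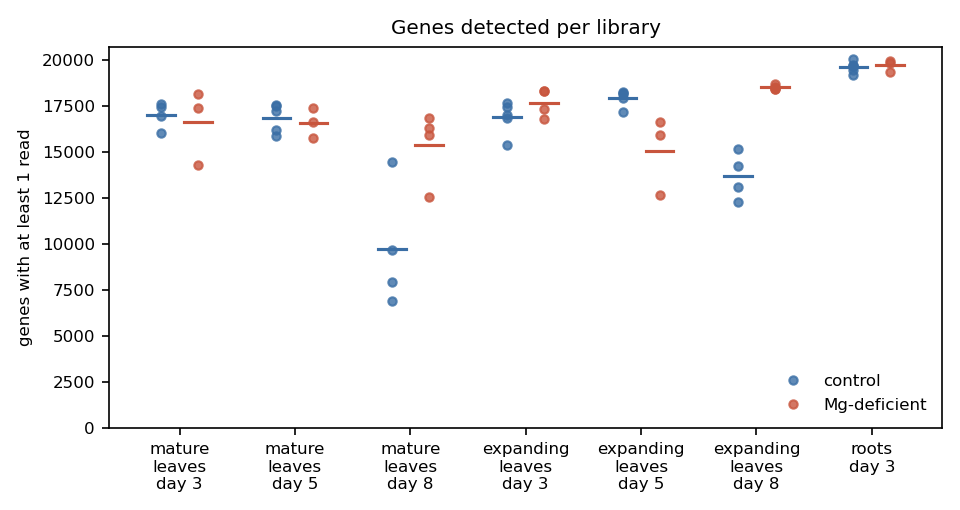
Number of genes with at least 1 read (vertical axis) in each library (point), by tissue, day and treatment, with the mean of each group as a line. On day 8 the control libraries hold 6908 to 14479 genes in mature leaves and 12275 to 15172 in expanding leaves.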

In search of responsive genes to Mg deficiency, we performed a global transcriptome analysis in mature and expanding leaves on days 3, 5 and 8, and in roots on day 3 after withdrawing Mg from the nutrient solution. Although the shoot growth was inhibited earlier than the root growth (Figures 2A–C), the number of differentially expressed genes (DEGs; *p* < 0.01) on day 3 was larger in roots than in both types of leaves (Table 1). 

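In roots on day 3, 215 genes were higher and 360 lower in Mg-deficient plants at an unadjusted p under 0.01, against 208 and 153 in expanding leaves and 20 and 28 in mature leaves. After adjustment, 15 genes rose and 19 fell in roots and 26 rose and 9 fell in expanding leaves. In mature leaves 0 passed in limma, with 188 higher and 305 lower at an unadjusted p under 0.05. In roots, 2 of 18 genes of glucosinolate and camalexin synthesis rose and 0 fell (3 and 0 when adjusted over the list alone). They were the aliphatic glucosinolate genes CYP83A1 (AT4G13770), with a signal of 238 ± 52.3 (SD, n = 6) in control and 455 ± 107 (n = 3) in Mg-deficient roots and a log2 fold change of 0.93 (SE 0.18, adjusted p = 0.022), and MAM1 (AT5G23010), with a log2 fold change of 0.81 (SE 0.17, adjusted p = 0.029). The list as a whole was higher in camera with a preset correlation (adjusted p = 4.8e-07), a call that was lost with adjusted p = 0.12 with an estimated correlation. Root transcripts of SAG20 (AT3G10985), a senescence-associated gene, fell from 926 ± 175 to 406 ± 67.2, a log2 fold change of -1.18 (SE 0.15, adjusted p = 1.0e-04). TPS11 (AT2G18700), a member of the trehalose-6-phosphate synthase family, had a log2 fold change of -1.39 (SE 0.23, adjusted p = 0.0056) and ZF14 (AT1G58340) one of -1.57 (SE 0.20). The root and expanding-leaf responses differed for 1 of 13698 genes tested in both. This was GSTF6 (AT1G02930), a glutathione S-transferase with log2 fold changes of 0.41 in roots and 2.39 in expanding leaves (difference -1.98, SE 0.37, adjusted p = 0.035). The count was 0 with a pseudocount of 0.25, 6 with one of 5, 2 with a filter at 20 and 3 under the median of ratios. About 169 genes in roots, 153 in expanding leaves and 151 in mature leaves would pass an unadjusted p under 0.01 by chance. With 3 libraries drawn per group the median number of DEGs was 438.5 in roots (208 to 1096), 248.5 in expanding leaves (170 to 533) and 35 in mature leaves (28 to 48). Without Mg-deficient root library 1 or 2 the higher genes numbered 102 and 100 and the lower ones 233 and 154, without library 3 the lower genes numbered 548, and the calls of CYP83A1 and MAM1 (also without control library 4, 5 or 6) and of TPS11 ended. The shares of higher and lower genes depended on the scaling, with 322 and 349 under voom and 284 and 284 at equal reads in roots, and 21 and 19 under voom in mature leaves. With array weights expanding leaves had more DEGs (438 higher and 427 lower) than roots (264 and 416).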

The number of DEGs was larger in expanding than in mature leaves (Table 1), as mirrored by more severe physiological impacts. 

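In expanding leaves 1962 genes were higher and 1970 lower on day 5, and 4118 were higher and 1993 lower on day 8, at an unadjusted p under 0.01. In mature leaves the numbers were 68 and 166 on day 5, and 1070 and 52 on day 8. After adjustment, 2132 genes rose and 2297 fell in expanding leaves on day 5 and 4774 rose and 2317 fell on day 8. In mature leaves 0 passed on day 5 in limma (384 higher and 676 lower at an unadjusted p under 0.05), and 457 rose and 23 fell on day 8. Among the largest rises in mature leaves on day 8 were SAG21 (AT4G02380), a senescence-associated gene whose signal was 24.9 ± 46.6 (SD, n = 4) in control and 1052 ± 471 (n = 4) in Mg-deficient plants (log2 fold change 7.43, SE 0.87, adjusted p = 7.8e-06), and AOX1A (AT3G22370), the mitochondrial alternative oxidase, from 5.03 ± 9.37 to 267 ± 158 (adjusted p = 0.0010). Large falls in the same leaves were the amino acid permease AAP2 (AT5G09220; log2 fold change -2.39, SE 0.65, adjusted p = 0.038) and NdhL (AT1G70760), a subunit of the chloroplast NDH complex (-1.52, SE 0.38). The change differed between expanding and mature leaves for 3262 of 14522 genes on day 5 and for 784 of 12956 on day 8 (adjusted p under 0.05 for the difference). On day 3 it differed for 0 of 14238 genes, with 725 at an unadjusted p under 0.05, where 712 would be reached by chance. On day 8 in mature leaves the median log2 fold change over all genes was 0.91, and scaling by the median of ratios moved it by -1.31 and gave 305 higher and 570 lower genes. The same scaling moved the median by 0.24 and -0.32 in expanding leaves on days 5 and 8, voom and equal reads by 0.10 and 0.11 in expanding leaves on day 8 and by 0.24 and 0.27 in mature leaves on day 8, and on day 5 in mature leaves voom gave 128 and 74 and equal reads 88 and 84. Without control library 1 in mature leaves on day 8 the higher genes numbered 2057, without Mg-deficient library 3 or 4 664 and 591, and without library 4 the lower genes 32; the call of AAP2 ended without control library 2 or 3 or Mg-deficient library 1, 3 or 4, and that of NdhL without control library 1, 3 or 4 or Mg-deficient library 4. Against control library 1 alone, which held 14479 genes with a read where the other controls held 6908 to 9697, the log2 fold changes were 3.37 for SAG21 in mature leaves day 8 and 3.46 for AOX1A in mature leaves day 8, with 444 genes higher and 15 lower. On day 5 in mature leaves the higher genes numbered 120 without control library 1 and 39 and 44 without Mg-deficient library 1 or 2, and the lower ones 320, 89 and 89 without control library 1, 2 or 3. In expanding leaves on day 5 the lower genes numbered 1294 and 1292 without control library 2 or 4.

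**Figure D2:**
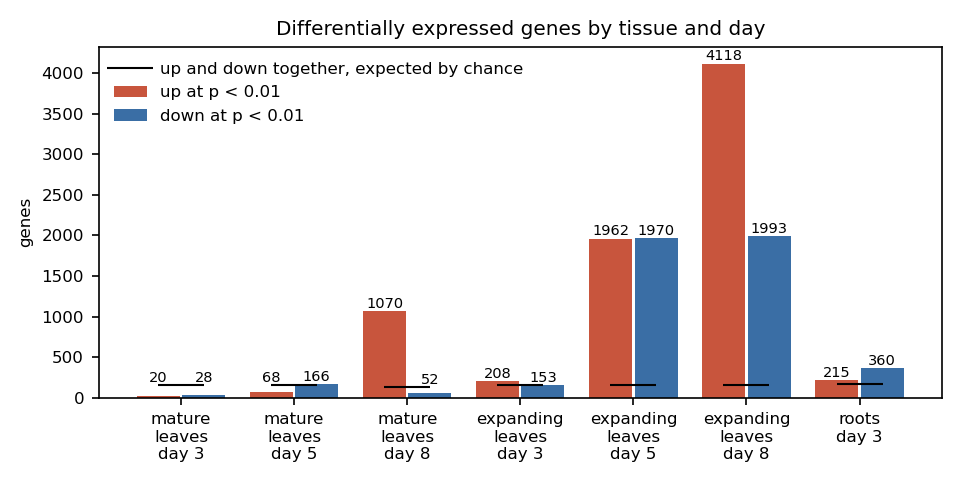
Number of genes higher (red) and lower (blue) in Mg-deficient plants at an unadjusted p under 0.01 (vertical axis), by tissue and day. The black line is the number that chance would give for higher and lower genes together, about 133 to 169 per table, and not for each bar alone. The bars reach 4118 and 1993 in expanding leaves on day 8.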

In expanding leaves, the set of DEGs was not necessarily consistent on different days of treatment; for instance, among the set of up-regulated genes on day 3, only half were also up-regulated on day 5 (Figure 6). This suggests that the gene expression pattern in response to Mg deficiency is unique to the stage of deficiency.

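Of 208 genes higher in expanding leaves on day 3 at an unadjusted p under 0.01, 127 were also higher on day 5, which is 61.1% against 23.2 genes by chance (one-sided Fisher's exact test, p = 2.2e-68). Another 11 were lower on day 5, and 171 of the 208 had a positive log2 fold change. Of 152 genes lower on day 3, 27 were also lower on day 5, against 20.2 genes by chance (one-sided Fisher's exact test, p = 0.068), and 10 were higher. Fisher's test takes the genes as independent, so that these p-values do not measure variation between plants. CAB2 (AT1G29920), which encodes a chlorophyll a/b-binding protein, had a log2 fold change 5.72 higher on day 5 than on day 3 (SE 0.34, adjusted p = 1.0e-13), and LHCB2.1 (AT2G05100), another antenna protein, one 1.58 higher (SE 0.27, adjusted p = 1.1e-04). In the other direction, RBCS2B (AT5G38420), a gene of the small subunit of Rubisco, had a log2 fold change 2.08 lower on day 5 (difference -2.08, SE 0.41, adjusted p = 5.9e-04). CAB2 may share reads with its close paralogs CAB1 and CAB3. The summed signal of CAB1, CAB2 and CAB3 had a log2 fold change of 0.89 on day 5 (SE 0.43, adjusted p = 0.135 in limma). Over all genes, the change differed between days 3 and 5 for 3014 of 14568 genes, higher on day 5 for 1163 and lower for 1851. Genes that pass a p threshold on one day and miss it on another are not thereby shown to differ. Leaving out 1 library moved the share of 61.1% to between 42.2 and 73.0%, and weights for each library (array weights) gave 34.5%.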

**TABLE 1:** The number of genes differentially expressed (Exact Test, *p* < 0.01) in mature leaves, expanding leaves and roots during magnesium deficiency.

Days of treatment	Mature leaves		Expanding leaves		Roots	
			
	Up-regulation	Down-regulation	Up-regulation	Down-regulation	Up-regulation	Down-regulation
3	54	32	312	146	340	343
5	149	196	2,492	1,951	ND	ND
8	613	23	4,270	2,355	ND	ND

*ND, not determined.*

**FIGURE 6:**
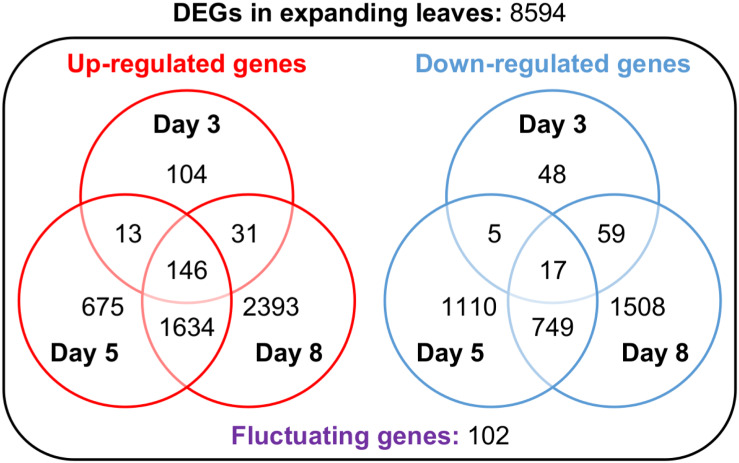
Venn diagrams representing the number of genes up- or down-regulated in expanding leaves after 3, 5 and 8 days of magnesium deficiency. The differentially expressed genes (DEGs) were identified by the Exact Test (*p* < 0.01) and categorised into 15 groups based on the day(s) of treatment on which they were differentially expressed.

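Among genes tested on all 3 days in expanding leaves, 121 were higher and 19 lower on every day at an unadjusted p under 0.01. The largest group of higher genes passed on day 8 alone (1925), followed by days 5 and 8 (1136) and day 5 alone (355). Lower genes numbered 1142 on day 8 alone, 1032 on day 5 alone and 704 on days 5 and 8. Day 3 alone held 50 higher and 51 lower genes, days 3 and 5 held 6 and 6, and days 3 and 8 held 26 and 71. Of the genes in these counts, 77 were higher on 1 day and lower on another. Whatever their call on day 5, 147 of the 203 genes higher on day 3 were higher on day 8 too (72.4%), and 90 of the 147 lower ones were lower (61.2%). Of the genes called on day 5, 1540 of 1939 were higher (79.4%) and 731 of 1785 lower (41.0%) on day 8 too. The log2 fold change on day 8 differed from that on day 5 for 2528 of 14584 genes, higher for 1997 and lower for 531. Without Mg-deficient library 1 of day 3 the higher genes numbered 118 and the lower ones 101, and without its library 4 the lower ones 298.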

The DEGs are listed in Supplementary Data S1, and the gene ontology (GO) terms enriched in each DEG set in Supplementary Data S2. On day 3, the GO terms enriched in the set of down-regulated genes in expanding leaves included the light harvesting of photosynthesis (Supplementary Data S2). The down-regulated genes annotated to this term were *CAB2*, *LIGHT-HARVESTING CHLOROPHYLL-PROTEIN COMPLEX I SUBUNIT A4* (*LHCA4*) and *B2.1*, *B6* (*LHCB2.1, B6*) (Supplementary Table S1). 

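Of 21 light harvesting antenna genes tested on day 3 in expanding leaves, 1 fell and 0 rose (4 fell when adjusted over the list alone). This was CAB2, a gene of the photosystem II antenna, whose signal was 3434 ± 670 (SD, n = 5) in control and 1608 ± 435 (n = 4) in Mg-deficient plants, a log2 fold change of -1.11 (SE 0.17, adjusted p = 0.0035). Among antenna genes that did not pass, LHCA4 (AT3G47470) of photosystem I had a log2 fold change of -0.51 (SE 0.14, adjusted p = 0.23), LHCB2.1 one of -0.58 (SE 0.17, adjusted p = 0.27) and LHCB6 (AT1G15820) one of -0.59 (SE 0.14, adjusted p = 0.12). All 3 passed an unadjusted p under 0.01, and for LHCA4 and LHCB6 every Mg-deficient library was below every control library. As a list, the antenna genes were lower in camera with a preset correlation (adjusted p = 9.4e-06), a call that was lost with adjusted p = 0.25 with an estimated correlation. Of 22 photosystem subunit genes 0 passed in limma, with 4 lower at an unadjusted p under 0.05, and their list had adjusted p = 0.0015 with a preset and adjusted p = 0.31 with an estimated correlation. CAB2 may share reads with its close paralogs CAB1 (AT1G29930) and CAB3 (AT1G29910), whose log2 fold changes were -0.28 (SE 0.14, adjusted p = 0.63) and -0.39 (SE 0.16, adjusted p = 0.52), so that its value alone is uncertain. LHCB6 passed under voom (adjusted p = 0.043), at equal reads (adjusted p = 0.036) and with array weights (adjusted p = 0.024), and LHCA4 with array weights (adjusted p = 0.022) and without Mg-deficient library 4 (adjusted p = 0.032).

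**Figure D3:**
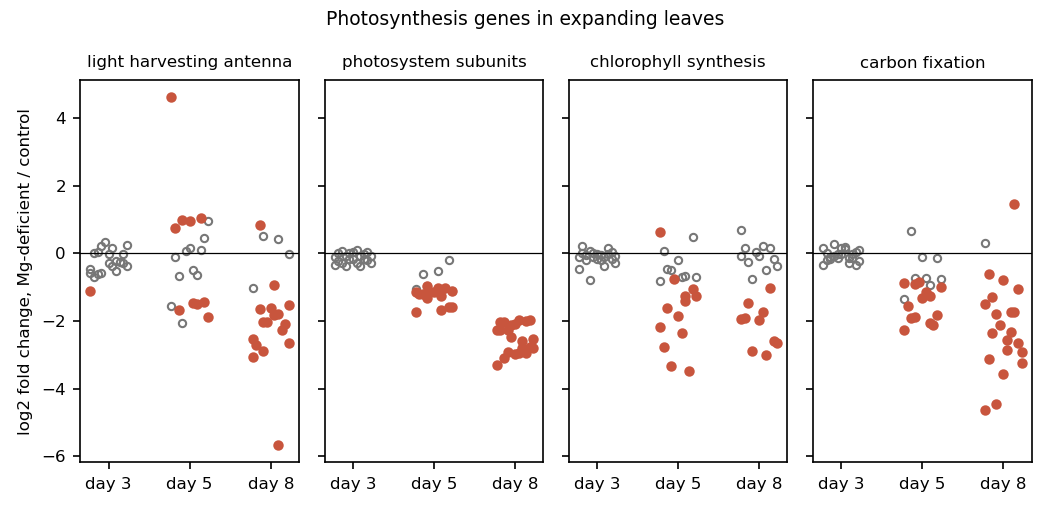
Log2 fold change of Mg-deficient over control plants (vertical axis) of each gene of 4 photosynthesis lists in expanding leaves on days 3, 5 and 8. Filled red points have an adjusted p under 0.05 and open grey points do not; on day 3 the single filled point is CAB2, at -1.11.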

The repression of *CAB2* expression was previously reported in Mg-deficient Arabidopsis and proposed to be partly responsible for the chlorophyll degradation (Hermans and Verbruggen, 2005). Besides the repression of *CAB2* expression, the down-regulation of Mg chelatase-encoding genes (Neuhaus et al., 2013) and the up-regulation of genes involved in chlorophyll catabolism (Hermans et al., 2010b; Verbruggen and Hermans, 2013) have also been proposed to be responsible for the chlorophyll degradation. Consistently, both the down-regulation of *MAGNESIUM CHELATASE I1*, *I2* (*CHLI1*, *I2*) and the up-regulation of *NON-YELLOWING 1* (*NYE1*) and *MULTIDRUG RESISTANCE ASSOCIATED PROTEIN 3* (*MRP3*) were detected in expanding leaves on day 5 (Supplementary Table S1), which was before the chlorophyll content decreased (Figure 2D). 

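Both genes of the I subunit of Mg chelatase fell in expanding leaves on day 5. The signal of CHLI1 (AT4G18480) went from 384 ± 48.5 (SD, n = 5) in control to 147 ± 85.3 (n = 3) in Mg-deficient plants (log2 fold change -1.61, SE 0.40, adjusted p = 0.014). CHLI2 (AT5G45930), the less abundant of the pair, went from 43.0 ± 7.53 to 5.55 ± 6.33 (-3.33, SE 0.69, adjusted p = 0.0060). Of 14 genes of chlorophyll breakdown, 2 rose and 5 fell (3 and 5 when adjusted over the list alone; 2 falls without control library 1, 2, 4 or 5). The rises were NYE1 (AT4G22920), the Mg dechelatase, from 25.6 ± 1.87 to 122 ± 43.7 (log2 fold change 2.16, SE 0.31, adjusted p = 9.1e-04), and MRP3 (AT3G13080), an ABC transporter able to carry chlorophyll catabolites, from 16.6 ± 1.84 to 1050 ± 570 (5.78, SE 0.33, adjusted p = 3.0e-06). The falls included the chlorophyllase CLH1 (log2 fold change -3.55, SE 0.80), the chlorophyll b reductase NYC1 (-0.93, SE 0.21) and ACD2 (-1.34, SE 0.36), the reductase of red chlorophyll catabolite. As a list the breakdown genes had adjusted p = 0.96 in camera. Without Mg-deficient library 1, which held 12656 genes with a read against 15948 and 16654 in the other 2, the log2 fold change of CHLI1 was -0.97 and the call remained.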

Besides, we found the down-regulation of a gene involved in chlorophyll synthase (*CHLG*) in expanding leaves on day 5 (Supplementary Table S1). 

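CHLG (AT3G51820), which encodes chlorophyll synthase and attaches the phytyl tail in the final step of the pathway, had a signal of 179 ± 8.91 (SD, n = 5) in control and 65.6 ± 45.5 (n = 3) in Mg-deficient expanding leaves on day 5, a log2 fold change of -1.86 (SE 0.53, adjusted p = 0.026). It was 1 of 12 genes that fell among 22 of chlorophyll synthesis tested, while 1 rose (13 and 1 when adjusted over the list alone; 7 falls without control library 3 and 6 without any other single control library). The smallest p-values belonged to the protochlorophyllide oxidoreductase PORC (AT1G03630; log2 fold change -2.18, SE 0.35, adjusted p = 0.0015), the coproporphyrinogen oxidase HEMF1 (AT1G03475; -1.42, SE 0.25) and the uroporphyrinogen synthase HEMD (AT2G26540; -1.27, SE 0.30). HEMA1, the glutamyl-tRNA reductase at the start of the pathway, rose (0.64, SE 0.21, adjusted p = 0.046), though 0 list members rose under voom, at equal reads, with array weights, no filter or a pseudocount of 5, or without any single control library or Mg-deficient library 1 or 2. The list was lower in camera with a preset correlation (adjusted p = 0.0017), a call that was lost with adjusted p = 0.52 with an estimated correlation. The log2 fold change of CHLG was -0.96 without Mg-deficient library 1 and, in CHLG in expanding leaves day 5 with array weights, -1.13, and leaving out any 1 control library ended its call, with an adjusted p of 0.052 to 0.055.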

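In expanding leaves on day 5, 14 of 22 genes of carbon fixation tested were lower in Mg-deficient plants and 0 were higher (16 and 0 when adjusted over the list alone). Among the genes of the small subunit of Rubisco, RBCS1B (AT5G38430) fell from 2039 ± 198 (SD, n = 5) to 810 ± 463 (n = 3), a log2 fold change of -1.57 (SE 0.41, adjusted p = 0.018), and RBCS2B from 5018 ± 598 to 1529 ± 806 (-1.89, SE 0.38, adjusted p = 0.0054). The most abundant member, RBCS1A (AT1G67090), had a log2 fold change of -0.12 (SE 0.65, adjusted p = 0.90) and RBCS3B (AT5G38410) one of -0.73 (SE 0.44, adjusted p = 0.23). PPC2 (AT2G42600), which encodes a phosphoenolpyruvate carboxylase, fell from 235 ± 35.4 to 108 ± 26.7 (log2 fold change -1.14, SE 0.25, adjusted p = 0.0074). The Calvin cycle genes FBA1 (AT2G21330; log2 fold change -2.27, SE 0.35, adjusted p = 0.0013) and PRK (AT1G32060; -2.07, SE 0.39), which encode an aldolase and phosphoribulokinase, fell as well, and so did the phosphoglycerate kinase gene PGK1 (AT3G12780), from 1620.4 ± 78.8 to 815 ± 141. As a list these genes were lower in camera with a preset correlation (adjusted p = 8.0e-05), a call that was lost with adjusted p = 0.52 with an estimated correlation. The RBCS genes are close paralogs that may share reads. The log2 fold change of RBCS1B was -0.91 without Mg-deficient library 1 and -1.03 for RBCS1B in expanding leaves day 5 with array weights, and the call held in both.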

For enzymes involved in carbon fixation, two genes encoding ribulose-1,5-bisphosphate carboxylase/oxygenase small subunit (*RBCS1B* and *RBCS2B*) and a gene encoding phosphoenolpyruvate carboxylase (*PPC2*) were down-regulated in expanding leaves on day 5 (Supplementary Table S1), which may be partly responsible for the reduction in the CO_2_ assimilation rate. 

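Of 14 sugar transporter genes tested in expanding leaves on day 3, 0 passed in limma over all genes, with 2 higher and 2 lower at an unadjusted p under 0.05 (2 rose and 1 fell when adjusted over the list alone). The sucrose/proton symporter gene SUC1 (AT1G71880) had a signal of 76.3 ± 11.0 (SD, n = 5) in control and 132 ± 24.7 (n = 4) in Mg-deficient plants, a log2 fold change of 0.78 (SE 0.22, adjusted p = 0.24). SUC2 (AT1G22710), the main loader of sucrose into the phloem, had 288 ± 17.9 and 186 ± 41.0 (-0.65, SE 0.18, adjusted p = 0.20). Both passed an unadjusted p under 0.01, and in both the control and Mg-deficient libraries did not overlap. For SUC3 (AT2G02860) the log2 fold change was 0.47 (SE 0.35, adjusted p = 0.78). With array weights SUC1 and SUC2 passed (adjusted p = 0.015 and 0.010), and SUC2 passed without Mg-deficient library 4 (adjusted p = 0.046).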

Among sucrose/proton symporters (SUCs), *SUC1* was up-regulated and *SUC2* was down-regulated in expanding leaves on day 3 (Supplementary Table S1), when the sucrose content was the same as control (Figure 3C).

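In expanding leaves on day 3, 3 of 29 salicylic acid and SAR genes tested rose and 0 fell (12 and 0 when adjusted over the list alone). They were BGL2 (AT3G57260, also called PR2), a beta-1,3-glucanase with a signal of 155 ± 73.5 (SD, n = 5) in control and 565 ± 153 (n = 4) in Mg-deficient plants (log2 fold change 1.98, SE 0.29, adjusted p = 0.0025), AED1 (AT5G10760; 1.72, SE 0.31, adjusted p = 0.016) and DMR6 (AT5G24530), a salicylic acid hydroxylase (1.08, SE 0.23, adjusted p = 0.045). The list was higher in camera with a preset correlation (adjusted p = 1.9e-14), a call that was lost with adjusted p = 0.21 with an estimated correlation. Among the largest rises of the day were the phi-class glutathione S-transferase genes GSTF6, from 111 ± 28.8 to 603 ± 219 (log2 fold change 2.39, SE 0.25, adjusted p = 1.8e-05), and GSTF7 (AT1G02920), from 28.2 ± 18.7 to 210 ± 75.0 (3.00, SE 0.38, adjusted p = 3.0e-04), close paralogs that may share reads. Of 11 tau-class glutathione S-transferase genes 0 passed in limma over all genes, with 2 higher at an unadjusted p under 0.05 (1 rose when adjusted over the list alone). Antioxidant enzyme genes also gave 0 passes of 24, with 2 higher at an unadjusted p under 0.05 (0 when adjusted over the list alone). The call of AED1 ended without Mg-deficient library 1 (adjusted p = 0.057) or 2 (adjusted p = 0.085), where 1 list member passed in either case, and without control library 2 the list had 5. With array weights 9 list members rose, and the cause was not tested.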

For the up-regulated genes in expanding leaves on day 3, the enriched GO terms included: the oxidative stress response, glutathione metabolic process and the regulation of systemic acquired resistance (SAR) (Supplementary Data S2). 

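Of 17 tau-class glutathione S-transferase genes tested in expanding leaves on day 5, 8 rose and 2 fell (8 and 3 when adjusted over the list alone). The smallest p-values belonged to GSTU9 (AT5G62480), with a signal of 0.177 ± 0.392 (SD, n = 5) in control and 999.8 ± 683 (n = 3) in Mg-deficient plants (adjusted p = 3.4e-06), GSTU24 (AT1G17170; log2 fold change 7.09, SE 0.62), GSTU25 (AT1G17180; 6.49, SE 0.61) and GSTU4 (AT2G29460; 7.25, SE 0.77). GSTU8 (AT3G09270) went from 0.200 ± 0.443 to 59.0 ± 53.8 (adjusted p = 4.7e-04) and GSTU1 (AT2G29490) from 1.55 ± 1.36 to 38.2 ± 8.07 (adjusted p = 0.0013). GSTU19 (AT1G78380), the most abundant of them in control plants, went from 1311 ± 185 to 5020 ± 1002 (log2 fold change 1.93, SE 0.24, adjusted p = 3.9e-04). GSTU10 (AT1G74590) and GSTU22 (AT1G78340) are listed at 0 in every control library. GSTU10 had 28.9 ± 33.7 in Mg-deficient plants (adjusted p = 0.0095), and GSTU22 had 9.74 ± 9.86 but was not tested because its mean was under 5. The falls were GSTU5 (log2 fold change -1.47, SE 0.34) and GSTU26 (-2.07, SE 0.69), and 1 fall was left under the median of ratios, under voom, with a pseudocount of 0.25, with no filter and without any single control library. Of 16 CC-type glutaredoxin genes, 2 rose and 1 fell (2 and 0 when adjusted over the list alone; 0 falls without control library 2, 3, 4 or 5), namely GRX480 (AT1G28480), from 4.25 ± 2.23 to 1044 ± 629 (7.56, SE 0.48, adjusted p = 6.0e-06), GRXS13 (AT1G03850), from 12.9 ± 6.00 to 117 ± 86.6 (2.94, SE 0.54, adjusted p = 0.0032), and AT2G47880 (-1.15, SE 0.38, adjusted p = 0.044). On day 3 GSTU4 had a log2 fold change of 3.10 (SE 0.75, adjusted p = 0.11) and GRX480 one of 1.17 (SE 0.60, adjusted p = 0.65). The tau-class list was higher in camera with a preset correlation (adjusted p = 0.0031) and the call was lost with adjusted p = 0.067 with an estimated correlation, while the glutaredoxins had adjusted p = 0.72. Fold changes of genes with fewer than 2 units of signal in control plants depend on the pseudocount, and tau-class genes lie in clusters of close paralogs that may share reads.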

Genes encoding glutaredoxin (*GRXS13* and *GRX480*) and glutathione S-transferase tau (*GSTU1*, *4*, *8*, *9*, *10*, *19*, *22*, *24* and *25*) were up-regulated within 5 days of Mg deficiency treatment (Supplementary Table S2), suggesting an increase of antioxidative capacity (Hermans et al., 2011). On day 5, genes encoding ferritin (*FER1* and *FER4*) were up-regulated (Supplementary Table S2), consistently with the observations in Mg-deficient rice (Kobayashi et al., 2018). 

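Of 3 ferritin genes tested in expanding leaves on day 5, 2 rose and 0 fell (2 and 0 when adjusted over the list alone). Ferritins store iron in plastids. The signal of FER1 (AT5G01600) was 30.2 ± 7.30 (SD, n = 5) in control and 163 ± 95.6 (n = 3) in Mg-deficient plants, a log2 fold change of 2.28 (SE 0.39, adjusted p = 0.0021). FER4 (AT2G40300) had 101 ± 22.6 and 195 ± 15.2 (0.97, SE 0.25, adjusted p = 0.017). FER3 (AT3G56090), the most abundant of the 3, had a log2 fold change of 0.46 (SE 0.23, adjusted p = 0.15). Of 11 genes of the iron deficiency response, 1 rose and 5 fell (1 and 5 when adjusted over the list alone; 3 falls without control library 2, 3 or 4 or Mg-deficient library 1), among them the ferric reductase FRO3 (log2 fold change -3.24, SE 0.63, adjusted p = 0.0044) and the transporter OPT3 (-1.60, SE 0.32). The rise was F6H1 (5.83, SE 0.83), an enzyme of coumarin synthesis. The ferritin list was higher in camera with a preset correlation (adjusted p = 0.030) and its call was lost with adjusted p = 0.16 with an estimated correlation, while the iron deficiency list had adjusted p = 0.22. The call of FER4 ended with array weights (adjusted p = 0.051), where the list still had 2 rises, and the list had 3 under the median of ratios and without Mg-deficient library 1.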

The up-regulated genes annotated to the regulation of systemic acquired resistance are listed on Supplementary Table S2 for discussion.

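Of the genes in Table S2 listed under systemic acquired resistance, 3 of 23 tested rose in expanding leaves on day 3 (10 when adjusted over the list alone), 21 of 27 on day 5 (24 when adjusted over the list alone) and 27 of 29 on day 8 (28 when adjusted over the list alone), and 0 fell on any of these days, with 0 lower at an unadjusted p under 0.05 in limma. The study chose these genes on the same libraries, so that the counts are not independent evidence of their direction. On day 3 the rises were BGL2, AED1 and PNP-A (AT2G18660), a secreted natriuretic peptide whose signal was 35.8 ± 13.1 (SD, n = 5) in control and 116 ± 41.5 (n = 4) in Mg-deficient plants (log2 fold change 1.65, SE 0.31, adjusted p = 0.019). Genes that did not pass on day 3 included PAD4 (AT3G52430; log2 fold change 1.77, SE 0.61, adjusted p = 0.39) and EDS1 (AT3G48090; 0.65, SE 0.32, adjusted p = 0.63). The Table S2 redox and ferritin genes, also chosen by the study on these libraries, rose in 12 of 12 on day 5. The call of PNP-A on day 3 ended without Mg-deficient library 1 (adjusted p = 0.18) or 2 (adjusted p = 0.085), where 1 gene of the list passed in either case, and with array weights 7 passed.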

### Magnesium Deficiency Induced Root Magnesium Uptake Without Transcriptional Regulation of Magnesium Transporter Genes

To confirm the early root response to Mg deficiency concerning Mg^2+^ acquisition, we determined the root Mg^2+^ uptake rate in the high-affinity range (50 μM Mg^2+^ in the external solution) using ^28^Mg as a radiotracer. Between days 1 and 4, the high-affinity Mg^2+^ uptake rate was 64–116% (*p* < 0.05) higher in Mg-deficient than in control plant roots (Figure 7). However, none of the known and putative Mg^2+^ transporter genes were differentially expressed in Mg-deficient plant roots on day 3, including genes encoding MRS2 (Schock et al., 2000; Li et al., 2001), prokaryotic Mg^2+^ transporter CorA-like proteins (Smith and Maguire, 1995), MAGNESIUM/PROTON EXCHANGER 1 (MHX1; Shaul et al., 1999), mammalian Mg^2+^ transporter NIPA (Quamme, 2010), NIPA homolog ENOR3 and ENOR3-like proteins (Gao et al., 2018; Supplementary Table S3), suggesting that root Mg^2+^ uptake is controlled by non-transcriptional regulation. 

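Of 29 known and putative Mg transporter genes, 26 were tested in roots on day 3 and 0 rose or fell. In limma 0 of them passed an unadjusted p under 0.01 and 5 passed one under 0.05, with a lowest adjusted p of 0.23 when adjusted over the list alone. Their log2 fold changes lay between -0.54 and 0.86. MRS2-1 (AT1G16010), a member of the MRS2/MGT family of Mg channels, had a signal of 60.5 ± 12.6 (SD, n = 6) in control and 41.3 ± 10.3 (n = 3) in Mg-deficient roots (log2 fold change -0.54, SE 0.23, adjusted p = 0.36), and MRS2-5 (AT2G03620) had a log2 fold change of 0.64 (SE 0.31, adjusted p = 0.44). AT1G71900 was the highest at 0.86 (SE 0.40, adjusted p = 0.42), OST3/6 (AT1G61790) had -0.35 (SE 0.15, adjusted p = 0.38), and the exchanger gene MHX1 (AT2G47600) had -0.29 (SE 0.31, adjusted p = 0.77). In simulated root data with the same numbers of libraries, 76.1% of 2-fold and 100.0% of 4-fold changes were found at an adjusted p under 0.05. Smaller changes in single transporter genes were thus not reliably detectable. The genes changed in the simulation had a mean signal of at least 20 and a spread typical of their mean. For transporter genes with a weaker signal or a wider spread the shares can be lower. The adjusted threshold also depends on how many genes pass. In the simulated roots 194 passed, against 15 rises and 19 falls in the real ones, so that the shares are too high here. Without control library 2 or 3, 1 transporter gene passed an unadjusted p under 0.01. From the higher uptake rate and the lack of transcriptional change, the paper proposes regulation of uptake at another level than transcription.

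**Figure D4:**
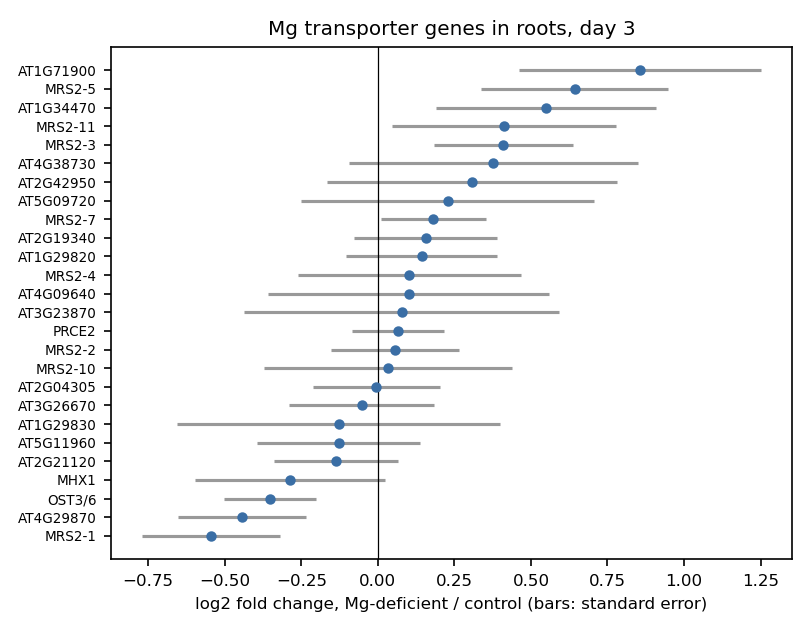
Log2 fold change of Mg-deficient over control roots on day 3 (horizontal axis) of the 26 Mg transporter genes tested, with SE as bars (6 control and 3 Mg-deficient libraries). The values lie between -0.54 and 0.86, and 0 have an adjusted p under 0.05.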

Despite the absence of transcriptional regulation of genes encoding putative Mg^2+^ transporters during Mg deficiency, *MRS2* knockout mutants (*mrs2-1*, *mrs2-1* × *mrs2-5*, *mrs2-1* × *mrs2-10*, *mrs2-1* × *mrs2-5* × *mrs2-10* and *mrs2-4*) grown *in vitro* in a Mg depleted solution had altered root morphology compared to the wild type (Supplementary Figure S1).

**FIGURE 7:**
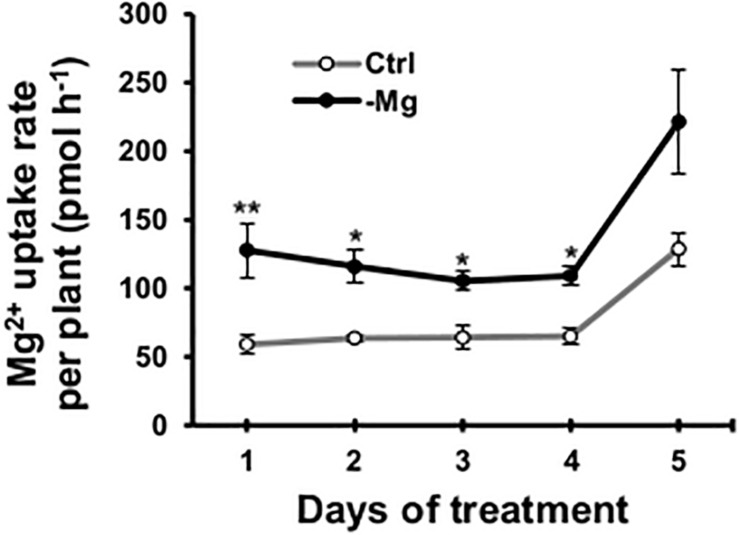
Effect of magnesium deficiency on high-affinity magnesium uptake in roots (^28^Mg tracer study). The root Mg^2+^ uptake rate was determined as the amount of Mg taken up by one plant in 1 h. Data represent means (*n* = 4) with standard error. Ctrl, control, -Mg, magnesium deficiency. Asterisks indicate significant differences in the Mg^2+^ uptake rate between control and Mg-deficient plants (Student’s *t*-test, *p < 0.05, **p < 0.01).

## Discussion

### Design of Magnesium Deficiency Treatment

To avoid depleting sulphate from the original MGRL solution while imposing Mg deficiency, we substituted MgSO_4_ with Na_2_SO_4_. As the alternative counter cation of SO_4_^2–^, Na^+^ was selected over K^+^ to permit the examination of the effect of Mg deficiency on the K profile. The Na^+^ concentrations in the original and Mg-free MGRL solutions were 2.0 and 5.0 mM, respectively, and the Na content of Mg-deficient plants increased compared to the control plants (data not shown). However, transcript levels of *SALT OVERLY SENSITIVE 1* (*SOS1*), a well-known salt stress marker (Shi et al., 2000) remained unchanged throughout the experiment in leaves and roots (Supplementary Data S1). Therefore, the substitution of Na_2_SO_4_ for MgSO_4_ was considered valid for a Mg deficiency treatment.

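SOS1 (AT2G01980), the plasma membrane sodium/proton antiporter, fell in expanding leaves on day 8, from a signal of 41.3 ± 13.3 (SD, n = 4) in control to 11.3 ± 2.49 (n = 5) in Mg-deficient plants (log2 fold change -1.74, SE 0.45, adjusted p = 0.0071). In the other tables it did not pass. Its log2 fold change in expanding leaves was 0.03 (SE 0.50, adjusted p = 0.99) on day 3 and 0.66 (SE 0.45, adjusted p = 0.28) on day 5, and in roots it was -0.05 (SE 0.25, adjusted p = 0.97). In mature leaves the values were 0.37 (SE 0.56, adjusted p = 0.98) on day 3, -1.31 (SE 0.49, adjusted p = 0.64) on day 5 and -1.44 (SE 1.23, adjusted p = 0.53) on day 8. Of 14 salt and osmotic stress genes tested in expanding leaves on day 8, 5 rose and 2 fell (5 and 2 when adjusted over the list alone). The rises were the dehydrins and related proteins LTI30 (AT3G50970; log2 fold change 7.52, SE 0.77, adjusted p = 9.5e-06), KIN1 (5.54, SE 0.63), RAB18 (5.36, SE 0.84) and RD29A (AT5G52310; from 199 ± 52.6 to 1042 ± 644), and RD29B, which is listed at 0 in every control library. RD22 fell beside SOS1 (-0.94, SE 0.16). The list had adjusted p = 0.77 in camera, and scaling by the median of ratios gave 5 rises and 4 falls.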

### Timeline of Physiological and Transcriptional Responses to Magnesium Deficiency

Sugar accumulation in leaves is regarded as the main cause of chlorophyll degradation observed during Mg deficiency (Tanoi and Kobayashi, 2015). Indeed, many authors documented leaf sugar accumulation before any decline in chlorophyll content or photosynthetic rate in various plant species such as Arabidopsis (Hermans and Verbruggen, 2005), common bean (Fischer and Bremer, 1993; Cakmak et al., 1994a, b), rice (Kobayashi et al., 2013b) and sugar beet (Hermans et al., 2004, 2005). The current study showed that sucrose and glucose accumulate in expanding leaves before any decline in chlorophyll content or CO_2_ assimilation rate (Figures 2D, 3). Oswald et al. (2001) found that transcript levels of *CAB2* were low in the presence of sucrose in an Arabidopsis cell suspension culture. Furthermore, Hermans and Verbruggen (2005) reported that sugar accumulation in leaves could lead to chlorophyll degradation through the repression of *CAB2* expression. However, in the current study, we observed lower *CAB2* transcript levels in expanding leaves on day 3, prior to sugar accumulation (Supplementary Table S1). Besides *CAB2*, transcript levels of *LHCA4* and *LHCB2.1*, *6* also decreased in expanding leaves on day 3 (Supplementary Table S1). This suggests another regulatory component of the expression of these genes than sugar accumulation. This could be an adaptation strategy that reduces electron transport between photosystems to prevent sugar accumulation (Hermans et al., 2004).

Cakmak and Kirkby (2008) proposed that ROS generation during Mg deficiency is likely due to a decrease in CO_2_ assimilation, which causes an over-reduction of the electron transport chain between photosystems. To alleviate the toxicity of ROS, the physiological response to Mg deficiency triggers the activity of antioxidative enzymes and increases the concentration of antioxidant molecules in leaves (Cakmak and Marschner, 1992; Tewari et al., 2006; Hermans et al., 2010b; Kobayashi et al., 2018). The capacity to cope with oxidative stress was recently reported relevant to the tolerance to Mg deficiency in grapevine rootstocks (Livigni et al., 2019). In the current study, the global transcriptome analysis revealed the up-regulation of genes involved in the glutathione metabolic process and the oxidative stress response in expanding leaves (Supplementary Data S2). These transcriptional changes were already evident on days 3, when CO_2_ assimilation had not yet decreased (Figure 3A). Furthermore, genes involved in the reduction process of oxidative stress, such as those encoding thioredoxin superfamily proteins (Arnér and Holmgren, 2000; Marty et al., 2009) and CYP71A23 (Rai et al., 2015) were noticeably up-regulated in roots (Supplementary Data S1). These findings suggest that a decline in net photosynthesis is not the only cause of ROS generation. 

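Of 50 genes annotated as thioredoxin superfamily proteins, 31 were tested in roots on day 3 and 0 rose or fell in limma. At an unadjusted p under 0.05, 3 were higher and 1 lower, and their median log2 fold change was 0.15. The lowest p-values belonged to AT1G07080, with a signal of 47.1 ± 15.3 (SD, n = 6) in control and 70.8 ± 3.56 (n = 3) in Mg-deficient roots (log2 fold change 0.64, SE 0.24, adjusted p = 0.32), and AT5G14240 (-0.36, SE 0.15, adjusted p = 0.35), both named after their values were seen. CYP71A23 (AT3G48300), a cytochrome P450, is listed at 0 in every control library and at 3.16 ± 5.34 in Mg-deficient roots, and was not tested because its mean was under 5. MSRB5 (AT4G04830), a methionine sulfoxide reductase, was among the largest rises in roots, from 340 ± 86.0 to 595 ± 45.7 (log2 fold change 0.84, SE 0.17, adjusted p = 0.024). The group of thioredoxin superfamily proteins was taken from the product names of the reference annotation and had not been set before the data were examined. The call of MSRB5 ended without control library 4, 5 or 6 or Mg-deficient library 1 or 2.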

Previously, Kobayashi et al. (2018) proposed that oxidative stress in Mg-deficient rice is caused by iron toxicity. Here, the up-regulation of genes encoding ferritin (*FER1* and *FER4*), which express in response to iron overload (Gaymard et al., 1996; Petit et al., 2001), was confirmed (Supplementary Table S2). This supports the possible generation of ROS through iron toxicity.

### Induction of Systemic Acquired Resistance in Expanding Leaves During Magnesium Deficiency

The global transcriptome analysis revealed the up-regulation of genes associated with systemic acquired resistance (SAR) in expanding leaves (Supplementary Table S2). 

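Salicylic acid and SAR genes were higher in expanding leaves of Mg-deficient plants on days 5 and 8. Of 33 genes tested on day 5, 27 rose and 1 fell (28 and 1 when adjusted over the list alone), and of 34 on day 8, 29 rose and 1 fell (31 and 1 when adjusted over the list alone). On day 5 the smallest p-values belonged to PBS3 (AT5G13320), an enzyme of salicylic acid synthesis with a signal of 1.30 ± 1.01 (SD, n = 5) in control and 451 ± 98.3 (n = 3) in Mg-deficient plants (log2 fold change 7.72, SE 0.54, adjusted p = 8.8e-06), and NIMIN2 (AT3G25882), a regulator that binds NPR1 (3.64, SE 0.29, adjusted p = 2.5e-05). EDS16 (AT1G74710), the isochorismate synthase of the salicylic acid pathway, had a log2 fold change of 5.59 (SE 0.56, adjusted p = 8.5e-05), and the transcription factor WRKY70 (AT3G56400) one of 1.89 (SE 0.31). The gene that fell on both days was NIMIN3 (-3.50, SE 0.90 on day 5), another NPR1-binding protein. The list was higher in camera with a preset correlation on day 5 (adjusted p = 2.1e-16) and day 8 (adjusted p = 1.7e-08). Both calls were lost with an estimated correlation (adjusted p = 0.067 on day 5 and adjusted p = 0.18 on day 8).

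**Figure D5:**
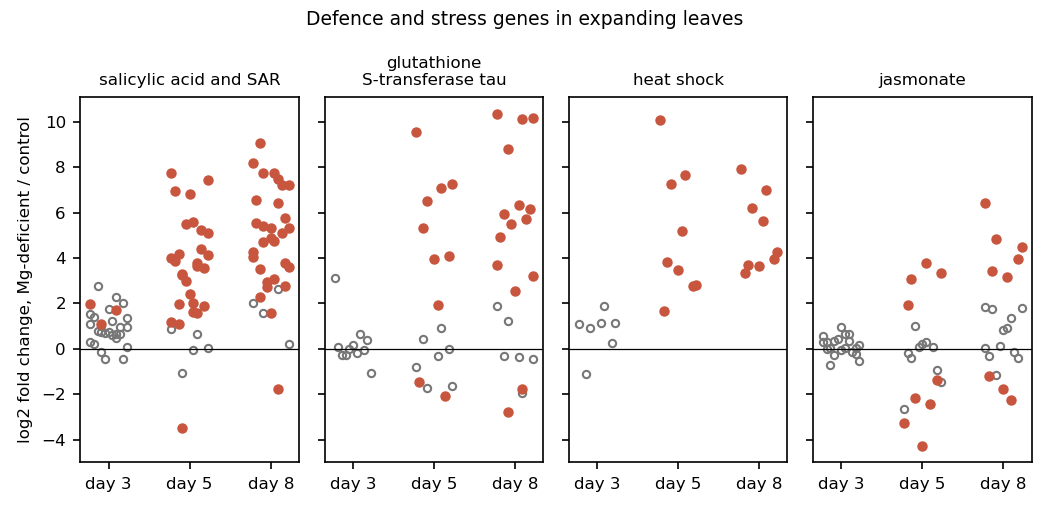
Log2 fold change of Mg-deficient over control plants (vertical axis) of each gene of 4 lists of defence and stress genes in expanding leaves on days 3, 5 and 8. Filled red points have an adjusted p under 0.05 and open grey points do not; of the salicylic acid and SAR genes 27 rose on day 5 and 29 on day 8, and values of genes listed at 0 in control plants depend on the pseudocount.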

The SAR is an adaptive response induced at the whole plant level following a localised exposure to a pathogen (Fu and Dong, 2013). It can be induced through the accumulation of the defence hormone salicylic acid (SA) and secretion of PATHOGENESIS-RELATED (PR) proteins (Fu and Dong, 2013). In expanding leaves, three genes encoding PR proteins (*PR1*, *2* and *5*) were up-regulated within 5 days of Mg deficiency treatment (Supplementary Table S2). 

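The marker genes of salicylic acid signalling PR1, PR2 and PR5 rose in expanding leaves on day 5. The signal of PR1 (AT2G14610) was 27.7 ± 36.0 (SD, n = 5) in control and 409 ± 484 (n = 3) in Mg-deficient plants, a log2 fold change of 4.13 (SE 1.08, adjusted p = 0.018). For PR2, annotated as BGL2, the values were 106 ± 48.1 and 1184 ± 234 (3.58, SE 0.37, adjusted p = 1.1e-04), and for the thaumatin-like PR5 (AT1G75040) they were 85.6 ± 21.6 and 839 ± 292 (3.26, SE 0.28, adjusted p = 3.6e-05). On day 3 the log2 fold change of PR5 was 1.52 (SE 0.35, adjusted p = 0.082) and that of PR1 was 2.01 (SE 0.67, adjusted p = 0.38), both past an unadjusted p under 0.01. In each of these comparisons on day 5 every Mg-deficient library was above every control library. PR1 varied widely between replicates on day 5, and its call ended with array weights (log2 fold change of PR1 in expanding leaves day 5 2.81, adjusted p = 0.051). On day 3 PR5 passed without control library 2 (adjusted p = 0.038) or 4 (adjusted p = 0.048), without a filter (adjusted p = 0.027), with a pseudocount of 5 (adjusted p = 0.025) and with array weights (adjusted p = 0.0024), and PR1 with array weights (adjusted p = 0.024).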

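ALD1 (AT2G13810), the aminotransferase that starts the synthesis of pipecolic acid, is listed at 0 in every control library of expanding leaves on days 3, 5 and 8. In Mg-deficient plants its signal was 3.02 ± 2.29 (SD, n = 4) on day 3, where its mean was too low for the test, and 265 ± 304 (n = 3) on day 5 (adjusted p = 7.1e-05). PAD4, a lipase-like regulator of salicylic acid signalling, rose on day 5 from 14.0 ± 7.14 (SD, n = 5) to 215 ± 59.9 (n = 3), a log2 fold change of 3.99 (SE 0.51, adjusted p = 4.2e-04). FMO1 (AT1G19250), which hydroxylates pipecolic acid downstream of ALD1, went from 0.200 ± 0.443 to 200.3 ± 229 on day 5 (adjusted p = 1.6e-04).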

Among the other genes up-regulated within the same time window, *ALD1* and *PAD4* act additively to control *PR1* expression and SA accumulation (Song et al., 2004). 

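EDS1 rose in expanding leaves on day 5 from a signal of 28.2 ± 10.9 (SD, n = 5) in control to 147 ± 46.7 (n = 3) in Mg-deficient plants, a log2 fold change of 2.40 (SE 0.42, adjusted p = 0.0025). Of the genes of proteins that accumulate with EDS1, PNP-A rose from 8.33 ± 3.58 to 758 ± 419 (log2 fold change 6.29, SE 0.43, adjusted p = 7.8e-06), the chitinase-like gene AT2G43570, annotated as CHI, from 7.20 ± 4.90 to 312 ± 387 (4.66, SE 0.81, adjusted p = 0.0025), and the lectin gene LLP1 (AT5G03350) by a log2 fold change of 1.17 (SE 0.25, adjusted p = 0.0078). EP1 (AT4G23170) had 102 ± 29.1 and 204 ± 85.5 (0.96, SE 0.34, adjusted p = 0.054). It passed without control library 3 (adjusted p = 0.047) or Mg-deficient library 3 (adjusted p = 0.019), with a pseudocount of 5 (adjusted p = 0.047), under voom (adjusted p = 0.049) and under the median of ratios (adjusted p = 0.048).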

The PAD4 protein and its interacting partner ENHANCED DISEASE SUSCEPTIBILITY 1 (EDS1) are important activators of SA signalling (Falk et al., 1999; Wiermer et al., 2005), and six other proteins (AED15, EP1, LLP1, PNP-A, PR2 and 5) display EDS1-dependent accumulation (Breitenbach et al., 2014). The up-regulation of these genes suggests that Mg deficiency induces SAR through the activation of SA signalling.

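Expanding leaves had higher PR and SAR transcripts on day 8 too. BGL2 (PR2) had a signal of 36.6 ± 49.9 (SD, n = 4) in control and 7074 ± 573 (n = 5) in Mg-deficient plants (log2 fold change 9.06, SE 0.93, adjusted p = 9.4e-06), and PR1 and PR5 had log2 fold changes of 7.73 (SE 1.10) and 7.20 (SE 0.89). PAD4 and EDS1 rose by 4.89 (SE 0.55) and 2.74 (SE 0.49) on the log2 scale, and ALD1 was listed at 0 in control and 299 ± 101 in Mg-deficient plants. LLP1 did not pass on day 8 (2.63, SE 1.13, adjusted p = 0.074), except without control library 2 (adjusted p = 0.0045) or with array weights (adjusted p = 0.047). From the joint rise of PR genes, ALD1, PAD4, EDS1 and EDS1-dependent genes, the paper proposes that Mg deficiency induces SAR by activating salicylic acid signalling.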

### Nutrient Retranslocation During Short-Term Magnesium Deficiency

During mineral deficiency, plants maintain growth by retranslocating limiting minerals from mature leaves. Maillard et al. (2015) studied the mobility of all essential minerals during leaf senescence in eight crop and tree species and indicated that the mobility of most minerals (P,K,S,Mg,B,Fe,Ni,Cu,Zn,Mo) is variable among plant species. In Arabidopsis, Mg is considered as having limited mobility (Himelblau and Amasino, 2001; Waters and Grusak, 2008). Consistently, symptoms of Mg deficiency tend to appear first in young leaves that develop after deprivation (Hermans and Verbruggen, 2005; Hermans et al., 2010b). In the current study, we found that the Mg content in roots of Mg-deficient plants increased while no additional Mg was available (Figure 4C). This indicates that Mg was retranslocated from mature leaves, where the Mg content decreased during deficiency (Figure 4A). The molecular mechanisms of Mg retranslocation remain unknown. 

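In mature leaves 0 of the MRS2 genes tested rose or fell in limma on any day, out of 8 tested on day 3, 8 on day 5 and 7 on day 8. At an unadjusted p under 0.05, 0 passed on day 3, 1 on day 5 and 0 on day 8. MRS2-3 (AT3G19640) was the one on day 5, with a signal of 47.6 ± 12.1 (SD, n = 5) in control and 78.2 ± 11.9 (n = 3) in Mg-deficient plants (log2 fold change 0.73, SE 0.33, adjusted p = 0.70). On day 8 it had 12.8 ± 15.9 and 41.7 ± 29.9 (2.51, SE 1.25, adjusted p = 0.26). The chloroplast member MRS2-11 (AT5G22830) had log2 fold changes of -1.53 (SE 0.88, adjusted p = 0.98) on day 3, 0.42 (SE 0.33, adjusted p = 0.80) on day 5 and 0.96 (SE 1.06, adjusted p = 0.64) on day 8, and MRS2-1 had -0.36 (SE 0.41), -0.45 (SE 0.42) and 0.79 (SE 0.99). Over the family the log2 fold changes ran from -1.53 to 0.63 on day 3, from -0.53 to 0.73 on day 5 and from -0.79 to 2.51 on day 8. On day 8 the median was 0.79 over the MRS2 genes tested and 0.91 over all genes, and scaling by the median of ratios moved the latter by -1.31. In simulated mature-leaf data at an adjusted p under 0.05, 38.8, 40.3 and 1.49% of 2-fold changes were found on days 3, 5 and 8. For 4-fold changes the shares were 86.6, 94.0 and 47.8%. That threshold depends on how many genes pass, 159, 163 and 89 in the simulation. In the real leaves 0 passed on days 3 and 5, so that the shares are too high for those days, and 457 rose and 23 fell on day 8. At an unadjusted p under 0.01 the simulation found 62.7, 70.1 and 25.4% of 2-fold changes. Changes of these sizes in single genes could thus be missed, above all on day 8. The genes changed in the simulation had a mean signal of at least 20, and the shares can be lower for genes of weaker signal.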

Although some genes of the Mg^2+^ transporter *MRS2*/*MGT* family are expressed in vascular tissues (Gebert et al., 2009), there was no increase in transcript levels of those genes in mature leaves (Supplementary Data S1).

Interestingly, the contents of P,K,B,Mn,Cu,Zn and Mo in mature leaves relatively decreased compared to the control plants within 1 or 2 days following the removal of Mg from the nutrient solution (Figures 4D–F). The contents of these minerals, with the exception of B and Cu, were not affected in expanding leaves or root during 4 days of Mg deficiency (Figures 4D–F). Although the Cu content in expanding leaves could not be determined, it would have been unaffected or increased, based on the increase in Cu content previously observed in Mg-deficient Arabidopsis leaves (Hermans et al., 2010b, 2011). The decrease in contents of P,K,Mn,Cu,Zn and Mo in mature leaves suggests that Mg deficiency either affects the root uptake and xylem transport of these minerals to mature leaves or triggers the retranslocation from mature leaves. The ^32^P radiotracer study revealed that Mg deficiency did not disturb P transport from roots to mature leaves within 6 days (Figure 5), while it reduced the P content in mature leaves within 1 day (Figure 4D). Furthermore, 4 days of Mg deficiency noticeably reduced P transport from roots to expanding leaves (Figure 5), while it did not affect the P content in expanding leaves (Figure 4E). These findings indicate that the decrease in mineral contents in mature leaves is not attributed to the affected root uptake and xylem transport but to the stimulated retranslocation. Previously, it was shown that P,K,Cu,Zn (Himelblau and Amasino, 2001; Waters and Grusak, 2008) and Mo (Himelblau and Amasino, 2001) were retranslocated from senescing leaves of Arabidopsis. Therefore, the retranslocation of these minerals during Mg deficiency implies the accelerated senescence of mature leaves. Calcium (Biddulph et al., 1958) and Mn (Hocking et al., 1977) are recognised to have low phloem mobility. There was no evidence of Ca retranslocation from Arabidopsis leaves in either the current or previous studies (Himelblau and Amasino, 2001; Waters and Grusak, 2008). The only contradiction between the current and previous observations is that Mn was retranslocated from Mg-deficient mature leaves (Figure 4D) while it was not from senescing leaves of Arabidopsis (Himelblau and Amasino, 2001; Waters and Grusak, 2008). The retranslocation of Mn has been observed in some species such as barley, bread wheat (Maillard et al., 2015), sour orange and sweet orange (Papadakis et al., 2007). For Mn retranslocation, Arabidopsis may have a common mechanism to those species, which is triggered by Mg deficiency but not during leaf senescence.

## Data Availability Statement

The raw reads and normalised count data in the global transcriptome analysis can be found in NCBI’s Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc= GSE140070).

## Author Contributions

TO, NK, and KT designed the experiments. TO conducted most of the experiments, analysed the data and wrote the manuscript. CH conducted the root morphology analysis and helped analyse the data. YI, AS, and KS assisted in the global transcriptome analysis. NA assisted in sugar quantification. RS and TOga assisted in the ^14^C radiotracer study. HS, RI, TN, and KT produced and purified ^28^Mg. NK, CH, and KT supervised the writing of the manuscript. All the authors approved the final version of the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Short-Term Magnesium Deficiency Triggers Nutrient Retranslocation in Arabidopsis thaliana
**Source:** Front Plant Sci. 2020 Jun 4;11:563. doi: 10.3389/fpls.2020.00563
**Supplement:** Supplementary file 4

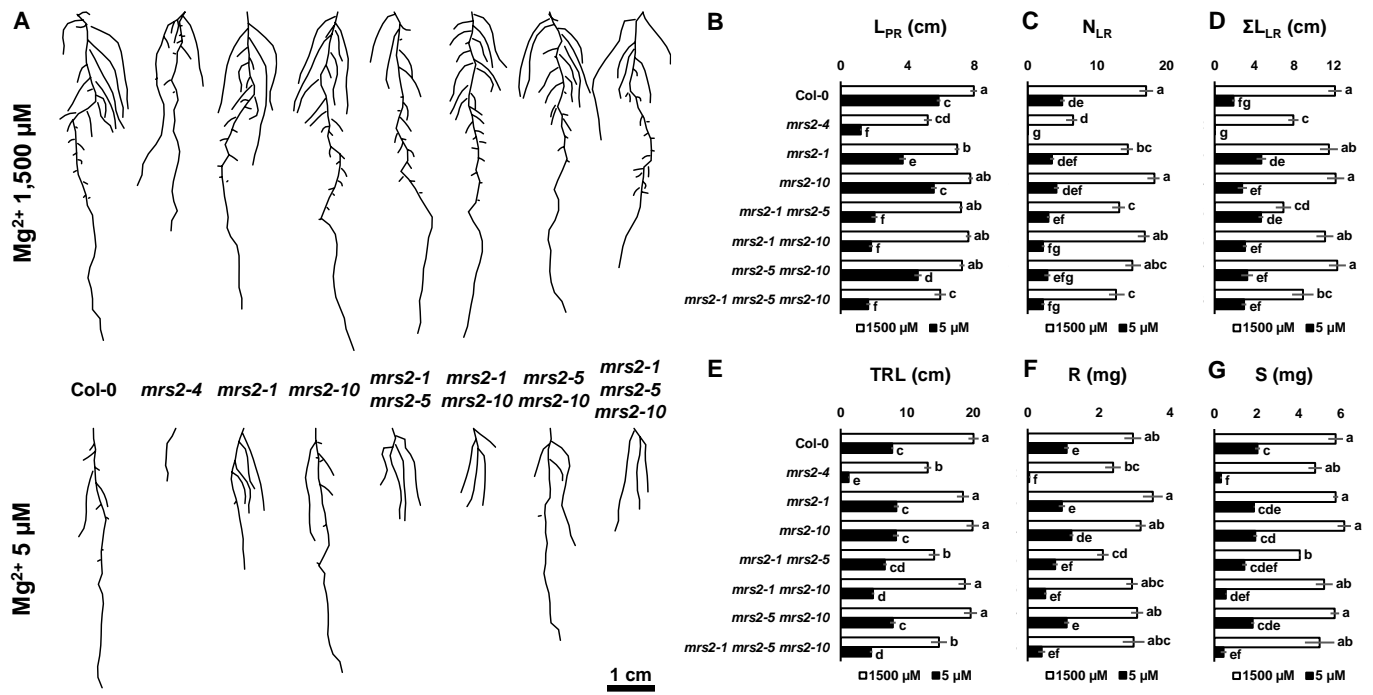

SUPPLEMENTARY FIGURE S1 | Root system architecture and biomass production of wild type and *MRS2* mutant lines. Seedlings were grown *in vitro* on vertical agar plates with sufficient (1,500 μ M) or low (5 μ M) Mg supplies, and root organs were scanned 10 days after germination. **(A)** Representative root systems of different genotypes grown with sufficient (top) or low (bottom) magnesium supplies. Scale bar: 1 cm. **(B-E)** Root morphological parameters: length of primary root (L_{PR}) **(B)**, number of lateral roots longer than 1 mm (N_{LR}) **(C)**, sum of lateral root lengths (ΣL_{LR}) **(D)** and total root length **(E)**. Data represent means ($n = 13 - 38$) with standard error. **(F,G)** Biomass production parameters: root **(F)** and shoot **(G)** fresh weight per plant. Data represent means ($n = 3 - 6$) with standard error. Different letters indicate significant differences in measured variables (a factorial ANOVA, $p < 0.05$).

How the deposited data were processed for this re-analysis (not part of the article)

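RNA was measured by strand-specific RNA-seq in mature leaves and expanding leaves on days 3, 5 and 8 and in roots on day 3, in plants with 1.5 mM Mg and in plants moved to 0 mM Mg. The authors mapped 50 bp single-end reads to TAIR10, counted them per gene and deposited 1 table of normalised signal per tissue and day (7 tables, 58 libraries). Per the submitters' notes this was done in R 3.5.0 with edgeR. Within a table the deposited signal is a count adjusted to a common library size with a dispersion of 0.05, and the tables were adjusted separately, so that no value was compared between tables, only fold changes. Libraries were assigned to tissue, day and treatment from their labels alone.

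The paper calls the tables normalised count data. For such data a test on the log scale had been planned, and that test was run. For each table limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend) was fitted to log2 of the signal plus 1, for genes with a mean of at least 5, with no covariate and 2-sided tests. Differentially expressed genes were counted at an unadjusted p under 0.01, the threshold of the study, and named genes and list members were called at a Benjamini-Hochberg adjusted p under 0.05 over all genes tested in the table. Every adjusted p in the text comes from limma unless camera is named. Differences between tissues or days were tested as the difference of the log2 fold changes of 2 tables over the root of the sum of their squared SEs. This takes the libraries of the 2 tables as independent. The paper describes tissues taken apart and pooled over 2 or 3 plants, so that libraries of different tissues on one day can share plants; which ones do is not given, and no pairing across tissues was used. Overlaps between days were tested with a one-sided Fisher's exact test, which takes genes and not libraries as the independent units. Tables were handled with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

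Before the data were examined, 35 gene lists had been written. The 28 textbook lists cover light harvesting antenna, photosystem subunits, chlorophyll synthesis, chlorophyll breakdown, carbon fixation, sugar transporters, starch and sucrose metabolism, salicylic acid and SAR, jasmonate, ethylene, glutathione S-transferase tau, CC-type glutaredoxins, antioxidant enzymes, ferritins, iron deficiency response, heat shock, ER protein folding, ribosome biogenesis, leaf senescence, anthocyanin and flavonol synthesis, glucosinolate and camalexin synthesis, circadian clock, aquaporins, cell division, cell expansion, salt and osmotic stress, phosphate transport and starvation, and zinc, manganese and potassium transporters. The 3 marker lists are vascular, guard cell and root-specific markers, and the 4 study lists are the genes of Table S1, the 2 parts of Table S2, and Table S3. Lists with at least 3 genes tested were tested with camera (preset correlation of 0.01, and an estimated correlation) and fry, adjusted over the lists of a table.

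The genes named in the text follow a rule also set before the data were examined, when the values of Tables S1 to S3 and of Data S1 had been seen. Per table these are every gene the paper names, and the 10 largest rises and 10 largest falls among genes with an adjusted p under 0.05, a mean of at least 20 and no overlap between the groups. Per described list they are the up to 4 members with the smallest p among those that passed, and any member the paper names. The thioredoxin superfamily genes, CAX1, CAX3 and genes given as the exceptions of a list were chosen after their values were seen.

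Library depth was found by undoing the adjustment, which gave whole reads for 98.5 to 100.0% of values, and ran from 545998 to 4014677 reads (median 1964031). The deposited values carry no library total of their own.

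The test of single genes was run on simulated data with the gene means and numbers of libraries of each table. Library sizes were drawn at random, the spread followed a trend on the mean, and genes were drawn independently. Among genes with a mean of at least 20, 200 were changed 2-fold, 4-fold or 8-fold. The list test and the recovery of reads were simulated for expanding leaves on day 3 alone and the difference between tables for expanding leaves on days 5 and 3 alone, and the overlaps were not simulated. At an adjusted p under 0.05 the shares of 2-fold, 4-fold and 8-fold changes found were 38.8, 86.6 and 100.0% in mature leaves on day 3, 40.3, 94.0 and 100.0% on day 5, and 1.49, 47.8 and 83.3% on day 8. In expanding leaves they were 56.7, 97.0 and 100.0% on day 3, 16.4, 85.1 and 100.0% on day 5, and 22.4, 80.6 and 100.0% on day 8, and in roots 76.1, 100.0 and 100.0%. The adjusted threshold depends on how many genes pass, 89 to 194 per simulated table. Real tables had from 0 to 4774 rises, so that the shares are too high where few genes passed and can be too low where many did. Between 0.886 and 0.997% of unchanged genes passed an unadjusted p under 0.01. For the difference between expanding leaves on days 5 and 3, 85.5% of simulated differences of 4-fold or more were found.

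The alternatives set before the data were examined were an adjusted p under 0.05 for the counts, pseudocounts of 0.25 and 5, no filter, a filter at a mean of 20, scaling by the median of ratios, array weights, leaving out each library in turn, 3 libraries per group (up to 20 draws), and the replicate number as a block. A filter at a mean of 100, voom on the recovered reads, equal reads per library, and control library 1 alone in mature leaves on day 8 were added after the data had been seen. The count tests planned for recovered reads were not run. Gene names were taken from the reference annotation and the tables of the paper, and no coordinates were used. The physiological measurements of the paper were not analysed here.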

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

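The tests of library scale, of control library 1 alone for the share of higher genes, of harvest time and of the summed CAB genes, and the other splits of mature leaves on days 3 and 8 and of expanding leaves on day 3, were chosen only after the result was seen.

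The change under Mg deficiency differed between tissues and days in a test of the difference itself. It differed for 3262 genes between expanding and mature leaves on day 5 and for 784 on day 8, and for 1 gene (GSTF6) between roots and expanding leaves on day 3 (0 with a pseudocount of 0.25, 6 with one of 5, 2 with a filter at 20, 3 under the median of ratios). The test takes the tissues as independent samples, although they can share plants. Within expanding leaves it differed for 3014 genes between days 5 and 3 and for 2528 between days 8 and 5. Among genes the paper names whose log2 fold changes on days 5 and 3 had opposite signs, that of day 5 exceeded that of day 3 by 5.72 for CAB2 (SE 0.34), 2.53 for NYE1 (SE 0.58), 2.18 for GSTU19 (SE 0.28), 1.58 for LHCB2.1 (SE 0.27), 1.46 for LHCA4 (SE 0.30) and 1.00 for FER4 (SE 0.33, adjusted p = 0.029). The difference was -2.08 for RBCS2B (SE 0.41), -1.72 for RBCS1B (SE 0.43) and -1.67 for CHLI1 (SE 0.43).

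Several groups of genes that the paper does not discuss passed the test in expanding leaves. On day 5 these were 11 genes of ribosome biogenesis and 9 heat shock genes, and on day 8 they were 14 genes of ER protein folding, 12 circadian clock genes and 8 genes of anthocyanin and flavonol synthesis. Over all genes tested, 2132 rose and 2297 fell of 15570 on day 5, and 4774 rose and 2317 fell of 15523 on day 8. Among the largest rises on day 3 were the vacuolar cation/proton exchanger genes CAX1 (log2 fold change 1.70, SE 0.18, adjusted p = 1.8e-05) and CAX3 (2.38, SE 0.49, adjusted p = 0.040). Both were chosen after their values were seen, and the call of CAX3 ended with a pseudocount of 0.25, a filter at 20, voom, equal reads, and without control library 4 or 5 or any Mg-deficient library.

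Some single libraries lay far from the others of their group. In mature leaves on day 8 the 10 most abundant genes took 10.3% of the reads of control library 1 (12.0 to 12.2% in the other controls) and 6.54% of those of Mg-deficient library 4 (8.51 to 8.61% in the others). In expanding leaves on day 5 the signal of PR1 was 90.14 in control library 5 (1.06 to 22.7 in the others), that of SOS1 was 21.7 in control library 2 (11.5 to 13.8), that of GSTU8 was 0.992 in control library 4 and that of GSTU9 was 0.878 in control library 3. The signal of SOS1 in mature leaves on day 8 was 39.5 in control library 2 (8.91 to 13.5). Chance marks about 1 in 20 groups, and 2 of 40 groups of library measures and 5 of 51 groups of genes were marked.

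In mature leaves on day 8 most differentially expressed genes were higher in Mg-deficient plants. Fewer reads in the control libraries are argued against as the whole cause, since 94.7% of calls were higher at equal reads per library. Few detected genes in control libraries 2, 3 and 4 could account for the median over all genes, which was -0.081 against control library 1 alone, and the direction of the calls stays open, with 96.7% higher against that library. A lone control is assumed to vary like the others, and its share for the top 10 genes is far from theirs, so it excludes nothing. The scale given to each library stays open, since 34.9% of calls were higher under the median of ratios, and so does a response shared with expanding leaves, where 75.5% of the genes higher in those on day 8 lay above the median change of mature leaves against control library 1 alone.

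On day 8 clock genes in expanding leaves differed between control and Mg-deficient plants, with 7 rises and 5 falls. Over all genes tested in that table 4774 rose and 2317 fell of 15523, so that passing is not particular to clock genes. In mature leaves 0 of 18 clock genes passed in limma, with 2 higher and 1 lower at an unadjusted p under 0.05 (2 rises with array weights, 1 under voom and without control library 1 or 4, 1 fall under the median of ratios). Fewer reads in the control libraries are argued against in expanding leaves, since 12 clock genes passed at equal reads per library. At equal reads the controls still held fewer genes with a read, 12275 to 15047 against 17891 to 18354 in Mg-deficient libraries. Whether the lower number of detected genes in these controls bears on the rises and falls of day 8 was not tested. A harvest of the 2 groups at different times of day and an effect of Mg on the clock cannot be told apart, since time of harvest is not given for the libraries; 66.7% of clock genes lay on the same side of the median change in both leaf types.

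In expanding leaves on day 5 CAB2 was higher while photosystem subunit genes were lower in Mg-deficient plants. Mg-deficient library 1, which has fewer detected genes, is argued against as the cause of the lower photosystem genes, whose median log2 fold change was -0.79 without it. Reads shared between CAB1, CAB2 and CAB3 cannot be told apart from a rise of CAB2 alone, since their summed signal had a log2 fold change of 0.89 (SE 0.43, adjusted p = 0.135). A response of antenna genes to 5 days without Mg stays open and was not tested further.

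Other splits of the same libraries into groups of the same sizes were compared with the real one. In mature leaves on day 8 no other split called as many genes (1122 differentially expressed genes, highest other split 803, with 1 of 35 splits as large). This argues against chance alone, though 1 of 35 is the smallest share that 35 splits allow. The split with 803 set apart controls 2, 3 and 4 and Mg-deficient 2. They held 6908 to 12541 genes with a read, against 14479 to 16862 in the others. Splits cannot tell the treatment from such a difference between libraries. In expanding leaves no other split tried reached the real count on day 5 (3932, highest other 380, 1 of 56) or day 8 (6111, highest other 3249, 1 of 100). This argues against chance there too. In roots (575) 4 of 84 splits were as large, which is 4.76% against the 5% set beforehand. Another split of the root libraries called 1001 genes, so that chance is left open there. It cannot be excluded in mature leaves on day 3 (48, highest other 261; 26 of 35) and day 5 (234, highest other 724; 9 of 56) or in expanding leaves on day 3 (361, highest other 572; 5 of 100). In mature leaves on days 3 and 5 some splits called several times the real number. On day 5 the split with 724 set apart control 4, control 5 and Mg-deficient 3. They held 0.534, 0.670 and 0.686% of reads on chloroplast and mitochondrial genes, against 1.92 to 2.70% in the others. On day 3 the split with 261 (control 1, control 4 and Mg-deficient 3) held 2.01 to 3.12%, against 2.00 to 2.44%. A structure of the samples other than the treatment was not tested.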

How the results depend on the processing

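The filter at a mean of 100, voom, equal reads and control library 1 alone were chosen only after the data were seen. Of 6441 values of 355 results for named genes under the alternatives, 6034 stayed on their side of the threshold, 350 no longer passed, 57 newly passed and 0 reversed. Of 9488 values of 486 list counts and overlaps, 8743 stayed within 1.5 times the main value and 745 moved. A main count of 0 that stayed at 0 was scored as within. The main count was 0 for every list in mature leaves on days 3 and 5 and for most in roots and in expanding leaves on day 3. The share that stayed is therefore no measure of stability for the lists with rises or falls. Of 219 named genes called, 219 were called with a pseudocount of 5, 215 with no filter, 214 under the median of ratios and under voom, 209 at equal reads, 207 with array weights and with a pseudocount of 0.25, 207 of 213 with a filter at 20, 141 of 149 with a filter at 100, and 8 of 20 against control library 1 alone. Without 1 library in turn, 1649 of 1877 values of these genes were still called and 228 were not.

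The counts below moved by more than 1.5 times, and the cause was not tested, except that a filter at 20 or 100 tests fewer genes and 3 libraries per group uses fewer samples. At an adjusted p under 0.05 the higher and lower genes were 0 and 0 (main 20 and 28) in mature leaves on day 3, 0 and 0 (68 and 166) on day 5, 457 and 23 (1070 and 52) on day 8, 26 and 9 (208 and 153) in expanding leaves on day 3, and 15 and 19 (215 and 360) in roots. With a filter at 100 they were 3 and 5, 30 and 43 in mature leaves on days 3 and 5, 192 higher on day 8, 57 and 72, 724 and 606, and 1435 and 774 in expanding leaves on days 3, 5 and 8 (main 1962 and 1970 on day 5, 4118 and 1993 on day 8), and 73 and 175 in roots.

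With a filter at 20, 8 genes were higher in mature leaves on day 3, 504 on day 8, and 1273 lower in expanding leaves on day 5. With no filter mature leaves had 44 higher and 50 lower on day 3 and 110 higher on day 5, and a pseudocount of 0.25 gave 12 higher on day 3. Array weights gave 43 and 48 in mature leaves on day 3, 152 and 289 on day 5, 23 lower on day 8, and 438 and 427 in expanding leaves on day 3. Under the median of ratios mature leaves had 305 and 570 on day 8. Under voom they had 128 and 74 on day 5 and 103 lower on day 8, at equal reads 84 lower on day 5, and against control library 1 alone 444 and 15 on day 8. With 3 libraries per group the medians were 16.5 lower in mature leaves on day 3, 668 higher on day 8, 88 lower in expanding leaves on day 3, 707.5 lower on day 5 and 226.5 lower in roots.

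Leaving out 1 library in turn gave 13 to 153 lower genes in mature leaves on day 3 (16, 13 and 17 without control 1, 2 and 3, 106 and 153 without Mg-deficient 1 and 3), 39 to 120 higher and 89 to 320 lower on day 5, 591 to 2057 and 32 to 71 on day 8, 118 to 233 and 101 to 298 in expanding leaves on day 3, 1292 to 2667 lower on day 5, and 100 to 287 and 154 to 548 in roots. Mg transporter genes past an unadjusted p under 0.01 in roots were 0 to 1. The share of genes higher on day 3 and on day 5 was 61.1%, 42.2 to 73.0% without 1 library and 34.5% with array weights.

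Of the lists in expanding leaves on day 3, salicylic acid and SAR genes had 3 rises (1 to 5 without 1 library; 5 with a pseudocount of 5, 9 with array weights, 11 at an unadjusted p under 0.01), aquaporins 3 falls (1 to 5, with 1 without Mg-deficient 2 and 5 without Mg-deficient 4; 7 with array weights, 9 at an unadjusted p under 0.01) and light harvesting genes 1 fall (1 to 2, with 2 without Mg-deficient 4; 3 with array weights, 2 under voom and at equal reads, 4 at an unadjusted p under 0.01). On day 5, light harvesting genes had 5 rises (2 to 6; 2 without control 1, 4 or 5, 3 without Mg-deficient 2 or 3), photosystem genes 15 falls (7 to 17; 8 without control 1, 7 without control 2 or 4), and with a filter at 100 tau-class glutathione S-transferases had 4 rises and salicylic acid and SAR genes 12. Genes that differed between expanding and mature leaves were 108 on day 3 and 1277 on day 8 at an unadjusted p under 0.01 (0 and 784 in the main test), and between roots and expanding leaves 0 with a pseudocount of 0.25, 6 with one of 5, 2 with a filter at 20, 3 under the median of ratios and 176 at an unadjusted p under 0.01 (main 1).

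The replicate numbers did not pair the samples: libraries with the same number had correlations of -0.153 to 0.231, and 1, 2 and 0 libraries of mature leaves on days 3, 5 and 8 and 0 elsewhere correlated best with their own number. With the replicate number as a block, 171 of 219 called named genes passed. The block gave 32 higher genes in mature leaves on day 3, 165 on day 5, 1125 higher and 754 lower in expanding leaves on day 5, and 117 and 119 in roots, 7 rises of salicylic acid and SAR genes on day 3, and on day 5 1 rise and 3 falls of light harvesting, 3 falls of carbon fixation and 0 of photosystem genes. With the block, falls on day 5 were also 2 for chlorophyll synthesis (main 12), 1 for chlorophyll breakdown (5), antioxidant enzymes (9), glucosinolates (6), starch and sucrose metabolism (4) and the zinc group (3), 2 for iron deficiency (5) and 0 for aquaporins (4) and cell division (4), rises 2 for ethylene (5) and 1 for jasmonate (4), and rises and falls of Table S1 4 and 3 (8 and 12). Rises on day 3 were 5 for Table S2 SAR genes (3), and on day 8 4 for the clock (7) and 3 for Table S3, with 1 fall (5 and 3). Further list counts moved by more than 1.5 times and are not all given. With a filter at 100, rises in expanding leaves on day 8 were 0 for anthocyanin and flavonol synthesis (main 8) and 3 for heat shock (9). They were 1 for the clock (7), 1 for ethylene (8) and 0 for jasmonate (6). Under the median of ratios, rises in mature leaves on day 8 were 3 for Table S2 SAR genes (10) and 2 for Table S2 redox and ferritin genes (7). The edgeR quasi-likelihood test, DESeq2 and the exact test on recovered reads were not run. Recovery of simulated 2-fold changes was lowest in mature leaves on day 8 (1.49%), and depth was not tested apart from the spread between libraries.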

Differences from the paper's values

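The values of Tables S1 to S3 were compared on the paper's scale, the log2 ratio of mean signals; of 158 values 0 differ by more than their SE here (for 5 values of genes not tested, the SD of the ratios without 1 library), 158 have the same sign, and the largest difference is 0.0709. The counts of Table 1 were compared at the paper's threshold of an unadjusted p under 0.01, with a different test. The tests chosen only after the result was seen are voom, equal reads, the filter at a mean of 100, control library 1 alone and the thioredoxin group, and the number of the paper's called genes that these alternatives drop was not counted.

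For higher genes in mature leaves on day 3 the paper gives 54 and the value here is 20. Among 53 higher genes read from the paper's list, 38 were tested here, 38 had the same sign and 16 passed. Of the alternatives set before the data were examined, no filter (44) and array weights (43) came within 1.5 times of the paper's value; an adjusted p (0), pseudocounts of 0.25 (12) and 5 (27), a filter at 20 (8), the median of ratios (24), the block (32), 3 libraries per group (19) and leaving out any library (14 to 25) did not. On day 5 the paper gives 149 and the value here is 68. Among 140 higher genes read from the list, 114 were tested, 114 had the same sign and 53 passed. No filter (110), array weights (152), the block (165) and leaving out control library 1 (120) came within; an adjusted p (0), pseudocounts of 0.25 (58) and 5 (92), a filter at 20 (55), the median of ratios (82), 3 libraries per group (96) and leaving out any other library (39 to 99) did not. Voom (128), chosen after the data were seen, came within too.

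For higher genes in mature leaves on day 8 the paper gives 613 and the value here is 1070. Among 577 higher genes read from the paper's list, 503 were tested here, 503 had the same sign and 497 passed. An adjusted p (457), a filter at 20 (504), 3 libraries per group (668) and leaving out control library 2 (852) or 3 (809) or Mg-deficient library 1 (797), 2 (849), 3 (664) or 4 (591) came within; pseudocounts of 0.25 (1092) and 5 (953), no filter (1353), the median of ratios (305), array weights (1130), the block (1136) and leaving out control library 1 (2057) or 4 (1018) did not. Control library 1 alone (444), chosen after the data were seen, came within too. For lower genes the paper gives 23 and the value here is 52. Its 23 lower genes were all tested here, and 16 passed. An adjusted p (23), array weights (23) and leaving out Mg-deficient library 4 (32) came within; pseudocounts of 0.25 (55) and 5 (54), no filter (54), a filter at 20 (40), the median of ratios (570), the block (55), 3 libraries per group (35) and leaving out any other library (41 to 71) did not.

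For higher genes in roots the paper gives 340 and the value here is 215. A pseudocount of 5 (249), no filter (256), array weights (264) and leaving out control library 1 (265) or 2 (287) or Mg-deficient library 3 (232) came within; an adjusted p (15), a pseudocount of 0.25 (195), a filter at 20 (181), the median of ratios (207), the block (117), 3 libraries per group (213) and leaving out any other library (100 to 206) did not. Voom (322) and equal reads (284), chosen after the data were seen, came within too. The paper ranks roots above both leaf types on day 3, and the value here does so too, but expanding leaves came first with array weights (438 higher and 427 lower against 264 and 416 in roots), with the block (242 and 140 against 117 and 119) and at an adjusted p (26 and 9 against 15 and 19). Roots also came below expanding leaves without Mg-deficient root library 1 (102 and 233) or 2 (100 and 154).

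The paper states that SOS1 did not respond. In 6 of the 7 tables it did not pass here, and in expanding leaves on day 8 it fell (log2 fold change -1.74, SE 0.45, adjusted p = 0.0071). The paper counts thioredoxin superfamily genes among those induced in roots, and 0 of 31 tested passed here in limma, with 3 higher and 1 lower at an unadjusted p under 0.05. The paper's list of genes changed in roots was not used here, and the 31 are those of 50 genes annotated with that name that passed the filter, so the 2 sets were not matched. Of the genes the paper calls in expanding leaves on day 5, CAB3 (log2 fold change 1.04, adjusted p = 0.0498), PSAO (-1.11, adjusted p = 0.048), JAR1 (0.99, adjusted p = 0.12), LECRK-IX.2 (2.17, adjusted p = 0.11) and CPR5 (1.17, adjusted p = 0.052) did not pass an unadjusted p under 0.01, and GSTU22, GLIP1 and MES9, with SUC7 on day 8 and ALD1 on day 3, were under the filter. CAB3 passed it under the median of ratios, with array weights and without Mg-deficient library 1; PSAO with a pseudocount of 5, no filter, the median of ratios and without Mg-deficient library 1; CPR5 under the median of ratios, with array weights and without control library 3 or Mg-deficient library 3; and JAR1 without Mg-deficient library 2. CAB3 and PSAO also passed under voom and at equal reads, and PSAO with a filter at a mean of 100, all chosen after the data were seen. LECRK-IX.2 passed under none of the settings.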

Other observations

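No test in this part was planned for a claim of the paper, and CAX1 and CAX3 were chosen only after the result was seen. On day 5 in expanding leaves the light harvesting antenna genes went both ways, with 5 of 21 higher (2 without control library 1, 4 or 5, 3 without Mg-deficient library 2 or 3) and 5 lower in Mg-deficient plants. CAB2 rose from 402 ± 84.4 (SD, n = 5) to 10172 ± 3548 (n = 3; log2 fold change 4.61, SE 0.30, adjusted p = 6.2e-06), LHCB2.1 rose (0.99, SE 0.20), and LHCB4.1 (-1.49, SE 0.29) and LHCA6 (-1.89, SE 0.45) fell. All 15 photosystem subunit genes that passed, of 22, were lower (8 without control library 1, 7 without control library 2 or 4), among them PSAH2 (-1.74, SE 0.29) and PSBQ2 (-1.69, SE 0.34). By day 8, 22 of 22 photosystem subunit genes, 16 of 21 antenna genes and 20 of 22 carbon fixation genes fell and 0, 1 and 1 rose, the antenna rise being CAB2 (0.85, SE 0.33, adjusted p = 0.049). That call ended under the median of ratios, with array weights, a pseudocount of 0.25 and without any single library but Mg-deficient 1, and the carbon fixation rise ended under the median of ratios, voom, equal reads, a pseudocount of 0.25 and without any single library but control 2 or 3. LHCA2 fell from 2891 ± 615 (n = 4) to 511 ± 161 (n = 5) and CP12-2 had a log2 fold change of -4.62 (SE 0.41). Chlorophyll synthesis had 10 falls and 0 rises of 22 on day 8, and chlorophyll breakdown 7 rises and 3 falls of 15.

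Of the lists of protein folding and synthesis in expanding leaves, 9 of 9 heat shock genes rose on day 5, among them HSP90.1 (log2 fold change 2.80, SE 0.31, adjusted p = 1.9e-04), and so did 11 of 13 ribosome biogenesis genes, among them REIL2, from 77.7 ± 17.2 to 423 ± 37.2, and NUC1 (2.01, SE 0.30). On day 8, 14 of 14 ER protein folding genes rose, among them the stress regulator BZIP60 (4.21, SE 0.44) and CNX1 (1.74, SE 0.28), beside 9 heat shock genes and 12 ribosome biogenesis genes such as NOP56 (3.90, SE 0.26). ER protein folding had 1 rise and 1 fall of 14 on day 5, with 1 higher and 4 lower at an unadjusted p under 0.05 (2 rises without Mg-deficient library 1, 3 falls without 2). On day 3, ER protein folding and heat shock had 0 calls of 14 and 7 in limma, with 5 and 3 higher at an unadjusted p under 0.05 (2 heat shock rises with array weights). Leaf senescence genes had 1 rise of 6 on day 3 (SAG21, 1.50, SE 0.30; 0 rises without control library 3 or Mg-deficient library 1, 2 or 3 or with a pseudocount of 0.25, 2 without control library 2 or 4 or with array weights, no filter or a pseudocount of 5), 7 rises and 2 falls of 10 on day 5 (1 fall without any single control library, with array weights, under voom and at equal reads), and 9 and 2 of 12 on day 8 (1 fall without control library 4 or Mg-deficient library 2 or with array weights). Anthocyanin and flavonol synthesis had 8 rises and 0 falls of 10 on day 8, with CHS from 1.37 ± 2.66 to 112 ± 43.7.

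Aquaporin genes in expanding leaves had 3 falls of 16 on day 3 (TIP2;1 -1.07, SE 0.17; PIP2;1 -1.09, SE 0.19; TIP1;2 -0.82, SE 0.15; 1 without Mg-deficient library 2, 5 without 4, 7 with array weights), 4 on day 5 (1 without any single control library, 7 and 9 without Mg-deficient library 2 and 3, 2 with array weights), and 11 falls and 2 rises on day 8 (1 rise under the median of ratios). On day 3 their list was lower in camera with both a preset (adjusted p = 5.1e-11) and an estimated correlation (adjusted p = 0.0092), on days 5 and 8 with the preset alone (adjusted p = 0.010 and 9.5e-06; estimated 0.52 and 0.19), and the calls of PIP2;1 (without Mg-deficient library 2) and TIP1;2 (without library 1 or 2) ended. Cell division genes had 4 falls and 0 rises of 10 on day 5 (7 falls without Mg-deficient library 2), among them PCNA1 (-2.69, SE 0.66), and 0 calls of 2 in limma on day 8, with 0 at an unadjusted p under 0.05 (1 fall without control library 3, 1 rise with no filter). Of the others, cell expansion genes had 1 fall of 10 on day 3 (EXPA8, -1.18, SE 0.25; call ended without any single library but Mg-deficient 4), 1 rise and 0 falls on day 5, with 1 higher and 4 lower at an unadjusted p under 0.05 in limma (2 falls without Mg-deficient library 2 or 3 and at equal reads), and 7 falls and 1 rise on day 8, with EXPA11 at -4.19 (SE 0.30). Glucosinolate and camalexin synthesis had 3 rises and 6 falls of 19 on day 5, and 4 rises and 12 falls of 21 on day 8, where the camalexin gene PAD3 rose (8.86, SE 0.66) and the glucosinolate genes MAM1 (-3.32, SE 0.42) and BCAT4 (-2.71, SE 0.35) fell. The clock genes of day 8 had 7 rises and 5 falls of 20 (5 and 6 under the median of ratios), with LHY at 3.52 (SE 0.75) and TOC1 at -1.52 (SE 0.32), and 2 rises and 2 falls of 19 on day 5 (1 rise without control library 1, 3, 4 or 5, with array weights and under voom).

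Rises and falls of the other lists in expanding leaves on days 5 and 8 were 2 and 9 of 24 and 11 and 5 of 25 for antioxidant enzymes, 3 and 1 of 13 and 4 and 4 of 14 for sugar transporters, 1 and 4 of 13 and 8 and 2 of 14 for starch and sucrose metabolism, 5 and 1 of 12 and 8 and 0 of 12 for ethylene, 4 and 5 of 20 and 6 and 3 of 21 for jasmonate, 2 and 0 of 13 and 6 and 2 of 17 for phosphate transport and starvation, and 1 and 3 of 16 and 2 and 4 of 14 for zinc, manganese and potassium transporters. On day 8 iron deficiency had 1 and 4 of 10, CC-type glutaredoxins 5 and 5 of 18, tau-class glutathione S-transferases 13 and 2 of 21 and ferritins 2 and 0 of 4. Vascular markers had 0 and 1 of 8 on day 5 and 1 and 1 of 7 on day 8, root-specific markers 0 and 1 of 2 on day 5, and guard cell markers 0 of 5 and 0 of 4 in limma, with 0 at an unadjusted p under 0.05 (2 falls on day 5 without Mg-deficient library 2, 1 with no filter, 1 on day 8 without control library 4 and under the median of ratios). The Table S1 genes, chosen by the study on these libraries, had 8 rises and 12 falls of 32 on day 5 and 5 and 24 on day 8, and the Table S3 Mg transporters 0 and 2 of 25 on day 5 and 5 and 3 of 24 on day 8 (1 and 3 under the median of ratios). Without 1 library, falls on day 5 of antioxidant enzymes were 5 (control 1) or 4 (control 2, 4 or 5) and of the zinc group 5 (control 3), and rises were 3 for ethylene (control 2 or Mg-deficient 2) and 5 for Table S1 (control 1, 4 or 5). Falls on day 5 of sugar transporters were 3 and 4 (Mg-deficient 2 and 3), of ethylene 0 (control 1, 2, 4 or 5, Mg-deficient 1 or 3), of phosphate genes 1 (Mg-deficient 1), of vascular markers 2 (control 3 or Mg-deficient 1), 4 and 3 (Mg-deficient 2 and 3), of root-specific markers 0 (any control) or 2 (Mg-deficient 2) and of Table S3 1 (control 1 or 5) or 5 (Mg-deficient 1). Rises on day 5 were 4 for antioxidant enzymes (Mg-deficient 3), 2 for starch and sucrose metabolism (Mg-deficient 2 or 3), 0 for the zinc group (any control or Mg-deficient 1) and 2 for Table S3 (Mg-deficient 1, and under the median of ratios). On day 8, CC-type glutaredoxins had 3 rises (Mg-deficient 2) or 3 falls (Mg-deficient 2, 3 or 4), and Table S3 rises were 3 (control 3, Mg-deficient 2 or 4), 2 (Mg-deficient 3 or 5) and 1 (Mg-deficient 1). Rises of the zinc group on day 8 were 0 (control 3, Mg-deficient 1, 3, 4 or 5) or 1 (Mg-deficient 2), those of iron deficiency 2 (control 1 or 2), those of vascular markers 2 (control 1) or 0 (Mg-deficient 4), and falls of ethylene 1 (control 3). With array weights the zinc group had 0 rises and 5 falls on day 5 and 0 and 2 on day 8, ethylene 3 rises and 0 falls on day 5 and CC-type glutaredoxins 2 falls on day 8 (3 under voom and at equal reads); under the median of ratios the zinc group had 1 rise and phosphate genes 4 falls on day 8, and with no filter sugar transporters had 7 rises.

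Mature leaves on day 8 had rises and 0 falls in the lists of salicylic acid and SAR (12 of 33; BGL2 3.57, SE 0.36), tau-class glutathione S-transferases (7 of 20), ribosome biogenesis (7 of 13), ER protein folding (6 of 14), leaf senescence (6 of 14) and starch and sucrose metabolism (4 of 12). Under the median of ratios these had 4, 2, 1, 0, 2 and 2 rises, without Mg-deficient library 4 they had 3, 0, 2, 0, 3 and 0, without Mg-deficient library 3 they had 4, 1, 3, 2, 3 and 0, without control library 2 they had 5, 3, 4, 2, 3 and 0, and without control library 3 they had 6, 2, 5, 3, 3 and 0. The first list had 6 rises and the third 4 without Mg-deficient library 1, the second 2 without control library 4, and the fourth 3 without Mg-deficient library 2. Carbon fixation had 2 falls of 22, RBCS3B (-0.87, SE 0.20) and RBCS1A (-0.52, SE 0.13), 1 without control library 4 or Mg-deficient library 2 and 0 without control library 2 or 3 or Mg-deficient library 4 or with array weights, but 6 under the median of ratios and 4 under voom and at equal reads. Aquaporins and photosystem subunits had 1 fall each (4 and 3 under the median of ratios; 0 and 0 without control library 2 or 3, and 0 photosystem falls without control library 4 or Mg-deficient library 2 or 4 or with array weights, 2 without Mg-deficient library 1). On days 3 and 5 no list member passed in limma, but on day 5 without control library 1 there were 8 falls of ER protein folding, 4 of salicylic acid and SAR, 3 of the Table S2 SAR genes and 1 each of 4 other lists, without control library 5 there was 1 rise of starch and sucrose metabolism and 1 fall of salt and osmotic stress, and with array weights 1 rise of starch and sucrose metabolism and 1 fall each of ER protein folding, salicylic acid and SAR, tau-class glutathione S-transferases and the Table S2 redox and ferritin genes. On day 5, 5 of 21 antenna genes were higher and 7 of 15 ER protein folding genes lower when adjusted over the list alone.

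The vacuolar exchanger CAX1 had log2 fold changes of 1.16 (adjusted p = 0.17), 0.96 (adjusted p = 0.44) and 0.77 (adjusted p = 0.12) in mature leaves on days 3, 5 and 8, 0.40 (adjusted p = 0.60) and 0.15 (adjusted p = 0.66) in expanding leaves on days 5 and 8, and 0.56 (adjusted p = 0.31) in roots. CAX3 had log2 fold changes of 3.09 (adjusted p = 0.98) and 1.00 (adjusted p = 0.47) in mature leaves on days 3 and 5, and rose there on day 8 (1.69, SE 0.24, adjusted p = 2.3e-04) and in expanding leaves on days 5 (5.81, SE 0.81, adjusted p = 6.8e-04) and 8 (3.70, SE 0.23, adjusted p = 2.5e-07), and had 0.55 (adjusted p = 0.56) in roots.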
